# HDAC3 Regulates Transcriptional Networks Governing Decidualization

**DOI:** 10.1096/fj.202600629R

**Published:** 2026-04-15

**Authors:** Loan Thi Kim Nguyen, Dinh Nam Tran, Shamsun Nahar, Tae Hoon Kim, Jae‐Wook Jeong, Jung‐Yoon Yoo

**Keywords:** decidualization, HDAC3, infertility, uterus

## Abstract

Decidualization is essential for embryo implantation and maintenance of pregnancy, during which quiescent endometrial stromal fibroblasts proliferate and differentiate into decidual stromal cells. Emerging evidence indicates that epigenetic regulators, including histone modifications, play critical roles in uterine receptivity, implantation, and stromal cell decidualization. Our previous study demonstrated that loss of histone deacetylase 3 (HDAC3) impairs endometrial receptivity and decidualization, resulting in female infertility. However, the genome‐wide transcriptomic alterations responsible for defective decidualization in loss of HDAC3 remain unclear. In this study, uterine‐specific *Hdac3* knockout (*Pgr* ^*cre/+*^ *Hdac3* ^*f/f*^; *Hdac3* ^*d/d*^) mice exhibited decidual defects following 3 days of artificial decidualization. RNA sequencing analysis of uteri from control and *Hdac3* ^*d/d*^ mice revealed widespread dysregulation of genes and pathways associated with decidualization. Pathway analysis identified significant alterations in RHOA, AMPK‐NOTCH1‐HEY1, and oxidative stress‐induced senescence signaling, implicating dysregulation of cytoskeletal remodeling, cellular metabolism, and oxidative stress responses in the HDAC3‐mediated decidual response. Notably, expression of *Limk1*, *Prkag1*, and *Cbx2* for key regulators of these pathways was significantly reduced in *Hdac3* ^*d/d*^ mice compared with controls. These findings demonstrate that HDAC3 is a key regulator of the transcriptional and signaling networks required for successful decidualization. Collectively, our study provides a comprehensive transcriptomic profile of HDAC3‐deficient uteri and uncovers key molecular mechanisms underlying impaired decidualization, thereby advancing our understanding of uterine function and pregnancy establishment.

**Abbreviations**
AMPK: AMP‐activated protein kinase
ANOVA: analysis of variance
ART: assisted reproductive technology
BMP2: bone morphogenetic protein 2
CBX2: chromobox protein homolog 2
cDNA: complementary DNA
ChIP: chromatin immunoprecipitation
DAB: 33′‐diaminobenzidine
DAPI, 4′: 6‐diamidino‐2‐phenylindole
DEGs: differentially expressed genes
E2: estradiol
ECM: extracellular matrix
FASEB: Federation of American Societies for Experimental Biology
GD: gestational day
HDAC3: histone deacetylase 3
hESCs: human endometrial stromal cells
HEY1: hes‐related family bHLH transcription factor with YRPW motif 1
H‐score: histological score
IHC: immunohistochemistry
IPA: Ingenuity Pathway Analysis
KO: knockout
LIMK1: LIM domain kinase 1
NCoR: nuclear receptor corepressor
NGS: normal goat serum
P4: progesterone
PBS: phosphate‐buffered saline
PDZ: primary decidual zone
PGR: progesterone receptor
PRC1: Polycomb repressive complex 1
PRKAG1: protein kinase AMP‐activated non‐catalytic subunit gamma 1
qPCR: quantitative polymerase chain reaction
RHOA: Ras homolog family member A
RNA‐seq: RNA sequencing
ROCK: Rho‐associated protein kinase
RT‐qPCR: reverse transcription quantitative polymerase chain reaction
SDZ: secondary decidual zone
SEM: standard error of the mean
SMRT: silencing mediator for retinoid and thyroid hormone receptors
STAR: Spliced Transcripts Alignment to a Reference
WNT4: wingless‐type MMTV integration site family member 4

## 1 Introduction

Infertility is a rapidly increasing global health problem and ranks fifth among the most serious disabilities affecting women worldwide. Multiple factors contribute to infertility, including poor embryo quality and endometrial dysfunction; two of the most common causes of pregnancy failure [1, 2]. Despite remarkable advances in assisted reproductive technologies (ART), more than 75% of pregnancy loss is attributed to implantation failure of the fertilized embryo into the uterus [3, 4]. This highlights the critical importance of the decidualization process in establishing a receptive endometrium and maintaining early pregnancy. Decidualization is the transformation of quiescent endometrial stromal fibroblasts into specialized decidual stromal cells. Although the precise prevalence of decidualization defects in infertile women remains unclear, a deeper understanding of the molecular mechanisms governing decidualization is essential to improve implantation success and pregnancy outcomes in ART.

Decidualization is tightly regulated by ovarian steroid hormones, transcription factors, morphogens, cytokines, and signaling cascades that coordinate endometrial remodeling during early pregnancy [5, 6]. However, the knowledge on the epigenetic regulatory machinery governing uterine decidualization remains limited. In addition to these signaling molecules, epigenetic mechanisms have emerged as critical regulators of uterine receptivity and decidualization. Epigenetic regulation refers to heritable and reversible modifications that influence gene expression without altering DNA sequences, primarily through DNA methylation, histone modifications, and noncoding RNAs. Increasing evidence shows that steroid hormone‐dependent transformation of the endometrium relies on dynamic epigenetic modifications that control chromatin accessibility and transcriptional programs essential for endometrial function and decidualization [7]. Among these mechanisms, histone acetylation and deacetylation play pivotal roles in cyclical endometrial remodeling. Aberrant histone deacetylase (HDAC) activity has been linked to several uterine pathologies, including endometrial cancer, endometriosis, and infertility [8, 9, 10, 11].

Histone deacetylases (HDACs) are grouped into four classes based on structure, cofactor dependence, and evolutionary conservation [12, 13]. Class I HDACs (HDAC1, 2, 3, and 8) are primarily nuclear enzymes that regulate gene expression, cell proliferation, and differentiation. Among them, histone deacetylase 3 (HDAC3) is unique in that it can localize to both the nucleus and cytoplasm, functioning through enzymatic and non‐enzymatic mechanisms [14, 15]. HDAC3 enzymatic activity requires its interaction with the deacetylase‐activating domain (DAD) of nuclear receptor corepressors NCoR1 and NCoR2 (SMRT), forming complexes that regulate transcriptional repression [16, 17, 18]. Beyond its classical role as a transcriptional repressor, HDAC3 also acts as a coactivator in inflammatory and metabolic signaling pathways, including IL‐1 and Notch signaling [19, 20, 21].

Our previous study demonstrated that HDAC3 expression is markedly reduced in the eutopic endometrium of infertile women with endometriosis compared to fertile controls, and uterine‐specific ablation of *Hdac3* in mice results in implantation failure and decidualization defects [11]. Mechanistically, loss of HDAC3 leads to aberrant transcriptional activation of *Col1a1* and *Col1a2*, disrupting extracellular matrix remodeling essential for decidualization. However, the broader transcriptomic and molecular mechanisms through which HDAC3 regulates the decidualization process remain incompletely understood.

To address this gap, we utilized an artificial decidualization model in uterine‐specific *Hdac3* knockout (*Pgr* ^*cre/+*^ *Hdac3* ^*f/f*^; *Hdac3* ^*d/d*^) mice to investigate the molecular and transcriptomic alterations associated with defective decidualization. RNA sequencing and pathway analyses revealed that HDAC3 ablation profoundly alters the expression of genes and signaling networks involved in cytoskeletal remodeling, oxidative stress regulation, and cellular metabolism. In particular, the RHOA, AMPK‐NOTCH1‐HEY1, and oxidative stress‐induced senescence pathways were significantly dysregulated in *Hdac3* ^*d/d*^ mice. These findings provide new insights into the epigenetic regulation of decidualization and identify HDAC3 as a pivotal transcriptional regulator of uterine function and early pregnancy establishment.

## 2 Materials and Methods

### 2.1 Animals

All animal procedures were approved by the University of Missouri Animal Care and Use Committee. Mice were housed in the designated animal care facility at the University of Missouri under controlled temperature and humidity conditions with a 12‐h light/dark cycle. Mice were randomly assigned to experimental groups, as there were no noticeable differences in size or appearance at baseline. Following dissection, uterine tissues were immediately collected for RNA isolation and immunohistochemistry.

### 2.2 Artificial Decidual Induction and Tissue Collection

*Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice [11] were generated by breeding *Hdac3* ^*d/d*^ males with *Hdac3* ^*f/f*^ females. Six‐week‐old female mice were used for inducing artificial decidualization as described in a previous study [22]. *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice were ovariectomized and allowed to recover for 2 weeks. Then mice were subjected to the following hormonal regimen: 100 ng of E2 per day for 3 days; 2 days rest; then three daily injections of 1 mg of P4 plus 6.7 ng of E2. After 6 h of the third P4 and E2 injection, a single uterine horn of each mouse was mechanically stimulated by scratching the full length of the anti‐mesometrial side with a burred needle. Another horn was left unstimulated as a control. Mice then were continuously injected P4 (1 mg/mouse) + E2 (6.7 ng/mouse) daily following mechanical stimulation, and uterine tissues were collected at 6 h after hormone administration on days 1, 3, and 5. At each time point, mice were euthanized, and the stimulated and control uterine horns were excised and weighed. The ratio of stimulated horns and control horns was calculated by dividing the weights of stimulated horns by those of control horns. Uterine tissues were immediately either fixed with 4% (w/v) paraformaldehyde for immunohistochemistry or frozen in dry ice and then stored at −80°C for RNA isolation.

### 2.3 RNA Isolation and RNA Sequencing Analysis

Total RNA was isolated from the frozen uterine tissues using QIAGEN RNeasy Mini kit (Qiagen, Valencia, CA). RNA purification and concentration were assessed by using UV spectroscopy with a NanoDrop instrument. All RNA samples were divided for RT‐qPCR and RNA‐seq analysis. RNA library formation and indexing was done by the Genomic Technology Core in University of Missouri. RNA fragments of 300–400 bp were obtained by preparing libraries from 500 ng of total RNA using the KAPA mRNA HyperPrep kit (Kapa Biosystems, Wilmington, MA). Prior to PCR amplification, cDNA fragments were ligated using Illumina TruSeq UD Indexed adapters (Illumina Inc., San Diego, CA) with IDT. The QuantiFluor dsDNA System (Promega Corp., Madison, WI) and Agilent DNA High Sensitivity chip (Agilent Technologies Inc.) were used to assess the concentration and quality of the library. Subsequently using the S2, a 100‐bp kit, the tagged libraries were combined and sequenced on an Illumina NovaSeq6000, yielding 50 bp paired end reads with an average of 50 million reads per sample. Base calling was carried out with Illumina RTA3, and Bcl2fastq v1.9.0 was used to demultiplex and convert the data to FastQ format. After filtering out low‐quality reads (average score < 20), the remaining reads were matched to the mm39 genome using STAR 2.7.9a [23]. Expression values were represented by counts and using EdgeR's exact negative binomial test [24], DEGs were found between *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice (*n* = 4). Criteria were set at fold change > ±2 and *p*‐value < 0.05. Tidyverse and ComplexHeatmap programs were used to create data visualizations, and Ingenuity Pathway Analysis (IPA; Qiagen Inc., CA, USA) was utilized for pathway and upstream regulator analysis [25].

### 2.4 RT‐qPCR

For RT‐qPCR, Complementary DNA (cDNA) was synthesized by using 1 μg of RNA with MMLV Reverse Transcriptase (Invitrogen, Carlsbad, CA) according to the manufacturer's instructions. Relative expressions of decidual markers, *Wnt4* and *Bmp2*, were measured by real‐time PCR with SYBR green analysis using an Applied Biosystems StepOnePlus system (Applied Biosystems, Foster City, CA, USA). The mRNA quantities were normalized against the housekeeping gene, 60S ribosomal protein L7. Analysis of mRNA expression was first undertaken by the standard curve method, and results were corroborated by cycle threshold values assessing gene expression. Primer sequences of *Wnt4*, *Bmp2*, and *Rpl7* are shown in Table 1.

**TABLE 1:** List of primers used in RT‐qPCR analysis.

Gene	Primer sequences
m*Bmp*2	
Forward	5′‐AGATCTGTACCGCAGGCACT‐3′
Reverse	5′‐CGTCACTGGGGACAGAACTT‐3′
m*Wnt4*	
Forward	5′‐ACAACACACACCAGTACGCCC‐3′
Reverse	5′‐GTTACACTTGACGTAGCAGCACCA‐3′
m*Rpl*7	
Forward	5′‐TCAATGGAGTAAGCCCAAAG‐3
Reverse	5′‐CAAGAGACCGAGCAATCAAG‐3′

### 2.5 Immunohistochemistry

Immunohistochemistry was performed as previously described [26]. Dewaxed, hydrated paraffin‐embedded tissue sections were blocked with 10% normal goat serum (NGS, v/v, Vector Laboratories) in phosphate‐buffered saline (PBS, pH 7.5) and then incubated overnight at 4°C with rabbit primary antibody anti‐LIMK1 (1:500 dilution; 3842S; Cell Signaling), anti‐PRKAG1 (1:500 dilution; A7300; Abclonal), or anti‐CBX2 (1:500 dilution; 18687S; Cell Signaling) diluted in 10% NGS. The following day, sections were incubated with biotinylated anti‐rabbit IgG secondary antibody (1:500 dilution; BA‐1000; Vector Laboratories) for 1 h at room temperature, followed by incubation with horseradish peroxidase (1:1000 dilution; 43–4323; Invitrogen) for 45 min. After PBS washes, immunoreactivity was detected using the Vectastain Elite DAB kit (Vector Laboratories). A semiquantitative grading system (H‐score) was used to compare the immunohistochemical staining intensities as previously described [27]. The overall score ranged from 0 to 300.

### 2.6 Statistical Analysis

Statistical significance of parametric data was obtained by performing one‐way analysis of variance (ANOVA) and Tukey's post hoc test for multiple comparisons. Students' *t*‐test were used to compare between two groups. Each experiment included at least four biological replicates. All statistical analyses were conducted using GraphPad Prism version 10 (GraphPad Software, San Diego, CA). A *p*‐value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Uterine HDAC3 Loss Causes an Early‐Stage Decidualization Defect

To determine the effect of HDAC3 loss during decidualization, we applied artificial decidualization to control *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice. The stimulated and unstimulated uterine horns were collected on days 1, 3, and 5 to assess the decidual response (Figure 1A). In control mice, the stimulated uterine horn exhibited an initial decidual response after day 1 of mechanical stimulation, which markedly increased by day 3; representative morphological changes at day 5, consistent with our previous study [11], are not shown here to avoid redundancy. No response was observed in the unstimulated horns. In contrast, *Hdac3* ^*d/d*^ mice showed minimal thickening and enlargement from day 1 to day 3, and remained markedly impaired at day 5, indicating a severely impaired decidualization process during the early phase. The ratio of the stimulated to unstimulated uterine horn weight was significantly lower in *Hdac3* ^*d/d*^ mice compared to controls at all three time points, with the ratio in control mice being nearly fourfold higher by day 3. To further confirm these morphological findings at day 3, we examined the expression of *Wnt4* and *Bmp2*, two well‐established markers of decidualization [11]. Because expression of these markers at day 5 has been previously reported [11], we focused here on earlier time points to capture initial defects in decidualization rather than repeating established findings. Expression of *Wnt4* and *Bmp2* was robustly upregulated in the stimulated uterine horn of control mice after 3 days. However, their expression was significantly reduced in the stimulated uterine horns of *Hdac3* ^*d/d*^ mice compared to control mice (Figure 1C). These results indicate that uterine‐specific loss of *Hdac3* impairs early stages of decidualization.

**FIGURE 1:**
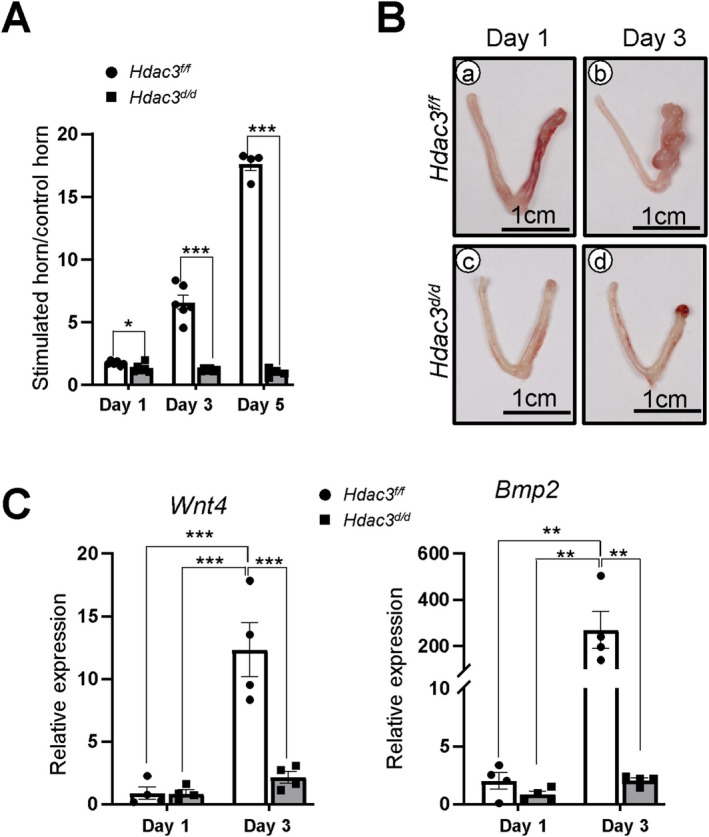
Decidualization defects detected in *Hdac3* ^*d/d*^ mice. (A) Decrease of the stimulated‐to‐control uterine weight ratio in *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice at decidualization day 1, 3, and 5. (B) Representative images of the uteri of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice at decidualization day 1 and 3. (C) RT‐qPCR analysis for the expression of decidualization marker genes, *Wnt4* and *Bmp2*, in the uterus of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice on day 1 and 3 of decidualization (*n* = 6 for each group at day 1 and 3). The results represent the mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 by ordinary one‐way ANOVA test.

### 3.2 Transcriptomic Profiling Identifies HDAC3‐Regulated Pathways During Decidualization

*Hdac3* ^*d/d*^ mice showed defective decidualization as early as day 3, establishing this as a key time point for molecular assessment. To identify the signaling pathways regulated by *Hdac3* during decidualization, RNA‐seq was performed on the stimulated uterine horns of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice on day 3 (*n* = 4 for each group) (Figure 2). 

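The libraries hold RNA of the whole stimulated horn, so stroma, epithelium, muscle, vessels and immune cells contribute to each value. Along the first principal component, which held 64.8% of the variance, the 4 *Hdac3* d/d libraries lay on one side and the 4 *Hdac3* f/f libraries on the other. The highest mean value belonged to *Gm48529*, a long noncoding RNA gene that shares 1241 bp of exon with *Tagln*, the gene of the smooth muscle protein transgelin, on the opposite strand. It rose from 20143 ± 4967 to 118372 ± 29553 (mean ± SD, n = 4 per group), a log2 fold change of 2.56 (standard error 0.25, limma BH-adjusted p = 3.53e-05, where BH stands for Benjamini-Hochberg). *Gm45774*, a gene of the same kind opposite to the metallothionein gene *Mt2*, fell from 14506 ± 4262 to 1174 ± 752 (log2 fold change −3.81, limma BH-adjusted p = 4.92e-05). Both genes were chosen after their values were seen. *Hdac3* itself is not among the genes of the deposited table, so the loss of the targeted gene could not be checked in any library. The 10 highest genes took 14.5 to 15.3% of the signal in *Hdac3* f/f libraries and 20.8 to 27.4% in *Hdac3* d/d libraries.

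The deposited values are not whole numbers, but each equals a whole number of reads times 1 constant per library, with 100% of values whole to within 0.05. They differ from CPM scaled by the trimmed mean of M values (TMM) by at most 1.16e-07%, and are given here as CPM. The recovered reads number 2531238 to 3023043 in *Hdac3* f/f libraries (median 2773561) and 2367536 to 3650010 in *Hdac3* d/d libraries (median 2628411.5). These are the reads left in the listed genes, of which 1 is worth 0.264 to 0.457 CPM, and not the depth as sequenced that the methods give. For the alignment, the methods give mm39 and STAR 2.7.9a and the sample labels give GRCm38 and STAR 2.7.3a. The labels also describe intact mice, where the methods describe ovariectomy and hormone treatment. Neither the counting tool nor its use of strand is given in the sources used here.

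The 7151 genes that reached a count minimum of 10 under edgeR's filterByExpr were tested with limma on log2(value + 1), where the added 1 understates the change of low genes. A gene counts as rising or falling where its BH-adjusted p is under 0.05. Named gene lists were fixed before the data were examined, though after the paper and its Table S1 had been read, and were tested against all other tested genes with camera at a preset correlation of 0.01. Of the 7918 genes that match the GENCODE M39 annotation, 82.5% share exon sequence with a gene on the opposite strand, against 32.7% of all annotated genes. For such a gene, its value alone does not show whether the reads came from that gene or from its partner. Since the strand used in counting is not known, a gene that shares no exon is not free of doubt either.

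**Figure D1:**
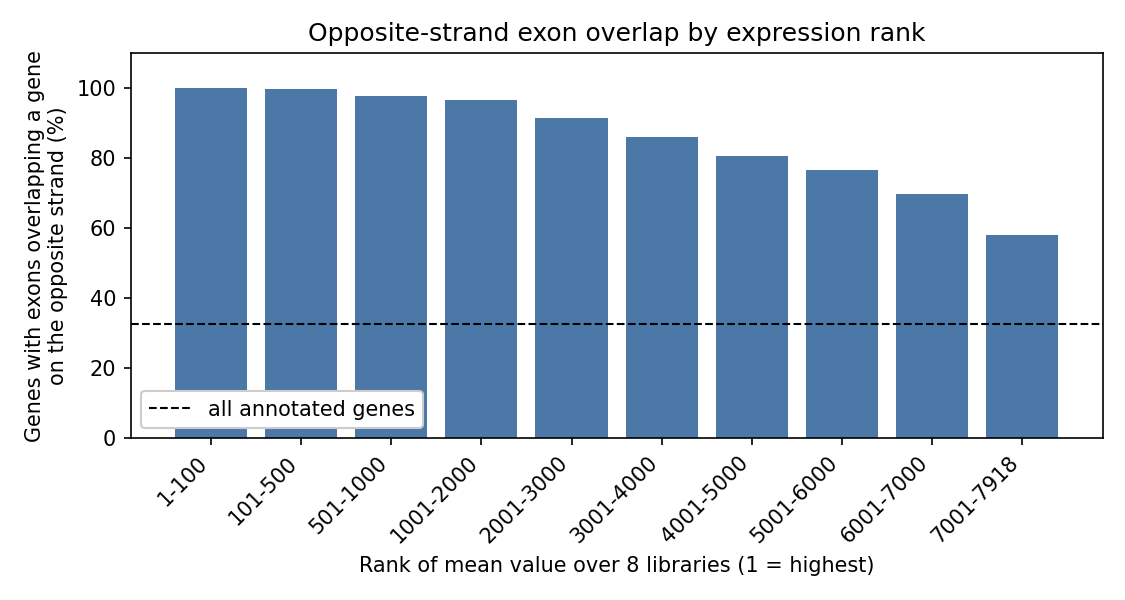
Share of genes, in percent, whose exons overlap a gene on the opposite strand, for genes ranked by mean value over the 8 libraries (bars). It falls from 100% of genes ranked 1 to 100 to 58.0% of those ranked 7001 to 7918, and the dashed line marks the 32.7% of all annotated genes.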

After alignment to the mouse reference genome and filtering out low‐expression transcripts, a total of 8004 genes were identified. 

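In the *Hdac3* d/d horn, 1292 of the 7151 tested genes rose and 1443 fell at a BH-adjusted p under 0.05 from limma. Which direction held more genes depended on the test. More rose in edgeR's exact test (1465 higher, 1362 lower) and the DESeq2 Wald test (1472 and 1454), and more fell in limma voom (1290 and 1378). Among genes known by more than a clone or predicted-gene number, and on the scale of log2(value + 1), which compresses genes near 0 such as *Ddn* and *Crtac1*, the largest falls were in *Dock5*, an activator of the GTPase Rac, from 499.9 ± 244 to 0.694 ± 0.683 CPM, and in *Echdc2*, a mitochondrial protein of the enoyl-CoA hydratase family, from 667 ± 242 to 1.48 ± 1.30 (mean ± SD, n = 4 per group). Their log2 fold changes were −8.16 (limma BH-adjusted p = 2.57e-07) and −8.12 (limma BH-adjusted p = 1.25e-07). *Muc20*, a mucin gene, had the largest rise on that scale with all libraries, from 9.47 ± 4.78 to 281 ± 169 CPM, a log2 fold change of 4.77 (limma BH-adjusted p = 2.84e-05).

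Other large falls were in *Thoc7*, a subunit of the THO complex of messenger RNA export, *Extl1*, of the exostosin family of glycosyltransferases, and *Mrs2*, a mitochondrial magnesium channel. Mean values went from 609 to 1.44, from 356 to 0.694 and from 789 to 19.4 CPM. *Crtac1*, which encodes an extracellular matrix protein of cartilage, averaged 44.8 ± 26.0 CPM in *Hdac3* f/f mice and was listed at 0 in all 4 *Hdac3* d/d libraries, where a count of 0 allows up to 3 reads per library. *Noc4l*, a factor of ribosome assembly, had a log2 fold change of −5.66, and of −6.50 without *Hdac3* d/d replicate 4.

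Among the genes that rose were *Apoe*, a carrier of lipids, from 13.2 ± 8.46 to 138 ± 53.5 CPM, *Tesk1*, a kinase of the actin regulator cofilin, from 13.3 ± 8.36 to 159 ± 56.8 CPM, and *Rac3*, a Rho family GTPase, from 2.06 ± 1.02 to 55.8 ± 49.8 CPM. Their log2 fold changes were 3.42, 3.63 and 3.96, with BH-adjusted p of 2.38e-04, 1.25e-04 and 1.04e-04 from limma. For *Rac3*, *Hdac3* d/d replicate 4 stood at 131 CPM and the other *Hdac3* d/d libraries at 28.7 to 32.4 CPM. Lactotransferrin (*Ltf*), a secretory protein that oestrogen induces in the uterine epithelium, rose by 4.28 on the log2 scale, *Plet1* by 3.55, its opposite-strand partner *Plet1os* by 4.14 and *Tmt1a* by 3.43. Without *Hdac3* d/d replicate 4 these were 3.25, 2.70, 3.34 and 2.77, and *Ltf* stood at 4.92 without *Hdac3* d/d replicate 1.

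At a fold change of at least 2 and an unadjusted p of at most 0.05, limma gave 1038 higher and 871 lower genes. In 2631 tested genes, every *Hdac3* d/d library lay on the same side of every *Hdac3* f/f library, which chance gives for 2.86% of genes. Of 4494 tested protein-coding genes, 789 rose and 714 fell. Exons of *Dock5*, *Echdc2*, *Thoc7*, *Extl1*, *Mrs2*, *Crtac1*, *Muc20*, *Apoe*, *Tesk1* and *Plet1* share 129 to 2555 bp with a gene on the opposite strand, and those of *Noc4l*, *Rac3*, *Ltf* and *Tmt1a* share none.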

Differential expression analysis revealed 2548 differentially expressed genes (DEGs) between *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice, including 1094 downregulated and 1454 upregulated genes (fold change ≥ 2 or ≤ −2, *p*‐value ≤ 0.05) (Figure 2A; Table S1). 

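Of 26 tested genes of collagens and matrix assembly, 8 rose in *Hdac3* d/d horns, 1 fell and 17 did not pass the test, with the same counts of 8 and 1 when adjusted over the list alone. The largest rises were in *Col6a1* and *Col6a2*, chains of collagen VI, which forms beaded filaments around cells. *Col6a1* went from 41.0 ± 10.4 to 237 ± 162 CPM (mean ± SD, n = 4 per group), a log2 fold change of 2.31 (standard error 0.38, limma BH-adjusted p = 9.04e-04), *Col6a2* rose by 2.01 on the log2 scale, and the further chain gene *Col6a3* by 1.62. Of the chains of the fibrillar collagen I, *Col1a2* rose from 45.6 ± 16.5 to 195 ± 163 CPM (log2 fold change 1.80, limma BH-adjusted p = 0.0104), and *Col1a1* had 136 ± 22.9 and 322 ± 262 CPM (log2 fold change 0.92, limma BH-adjusted p = 0.113). *Col1a1* passed without *Hdac3* d/d replicate 1, at a BH-adjusted p of 0.0303 from limma. The 1 lower gene, named after its value was seen, was *Col14a1*, a collagen of fibril surfaces, which fell by 1.30 on the log2 scale.

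As a list, these genes were higher (camera adjusted p = 0.0170, and adjusted p = 0.676 with an estimated correlation), but limma's fry did not call them (adjusted p = 0.203). In the same horns 17 of 20 tested smooth muscle contractile genes rose and 3 did not pass. Without *Hdac3* d/d replicate 4 the list's adjusted p from camera was 0.100, the highest of the values with 1 library left out, and the lowest was 6.63e-04. Of 7 tested genes of matrix degradation, the gelatinase *Mmp2* and the metalloproteinase inhibitor *Timp2* rose, by 0.77 and 2.21 on the log2 scale, none fell and 5 did not pass, and the counts were the same when adjusted over the list alone (camera adjusted p = 0.149, and 0.631 with an estimated correlation). The *Mmp2* call was lost without *Hdac3* f/f replicate 3 or *Hdac3* d/d replicate 4 (limma BH-adjusted p = 0.0917 and 0.0685).

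The 4 tested chemokine genes and receptors went both ways. *Cxcl14*, a chemokine of epithelium and stroma, fell from 122 ± 29.8 to 22.9 ± 19.9 CPM (log2 fold change −2.67, limma BH-adjusted p = 0.00101). The receptor gene *Cx3cr1* and the chemokine genes *Ccl3* and *Cxcl16*, which macrophages express, rose by 2.60, 2.27 and 1.90 on the log2 scale. The counts of 3 higher and 1 lower were the same when adjusted over the list alone (camera adjusted p = 0.149, and 0.511 with an estimated correlation). Beside them, 3 of 4 tested macrophage markers rose, with the scavenger receptor *Cd163* going from 26.0 ± 13.5 to 192 ± 82.3 CPM and the complement genes *C1qa* and *C1qc* rising by 2.59 and 3.03 on the log2 scale. The other tested marker, the receptor gene *Csf1r*, named after its value was seen, averaged 174 CPM over all libraries and did not pass (log2 fold change −0.27). No macrophage marker passed as lower, and the counts were the same when adjusted over the list alone (camera adjusted p = 0.0717, and 0.511 with an estimated correlation). The macrophage list passed without *Hdac3* f/f replicate 3 or without *Hdac3* d/d replicate 3, at camera adjusted p of 0.0467 and 0.0487.

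Of 9 tested antioxidant enzyme genes, the peroxiredoxin *Prdx4* alone changed, from 14.1 ± 2.62 to 4.23 ± 2.26 CPM (log2 fold change −1.67, limma BH-adjusted p = 0.00772), and it was also the 1 lower gene when adjusted over the list alone. That list's median log2 fold change was 0.02, its mean was −0.18, and camera placed it on the higher side (adjusted p = 0.981, and 0.997 with an estimated correlation), but on the lower side without *Hdac3* f/f replicate 3 or *Hdac3* d/d replicate 4 (camera adjusted p = 0.965 and 0.747). Exons of *Col1a2*, *Col14a1*, *Mmp2*, *Cx3cr1*, *Ccl3*, *Cxcl16* and *Prdx4* share 78 to 2213 bp with a gene on the opposite strand, and those of *Col6a1*, *Col6a2*, *Col6a3*, *Col1a1*, *Timp2*, *Cxcl14* and *Cd163* share none.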

Pathway enrichment analysis using Ingenuity Pathway Analysis (IPA) revealed significant alterations in canonical pathways related to fibrosis, post‐translational modification, cytoskeletal remodeling, oxidative stress, extracellular matrix (ECM) organization, and chemokine signaling (Figure 2B). 

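Genes that mark decidual stroma were lower in *Hdac3* d/d horns on day 3. *Bmp2*, a growth factor needed for decidualization, fell from 25.2 ± 8.40 to 1.87 ± 1.13 CPM (mean ± SD, n = 4 per group), a log2 fold change of −3.22 (standard error 0.39, limma BH-adjusted p = 1.09e-04). *Wnt4*, a secreted ligand that acts downstream of *Bmp2*, averaged 5.85 ± 3.18 CPM in *Hdac3* f/f mice and 1.22 ± 0.707 CPM in *Hdac3* d/d mice. Every *Hdac3* d/d value of *Wnt4* lay below every *Hdac3* f/f value (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). *Pgr*, which encodes the progesterone receptor, averaged 78.1 ± 8.83 CPM in *Hdac3* f/f mice and 108 ± 25.9 CPM in *Hdac3* d/d mice, a log2 fold change of 0.45 (standard error 0.19) that did not pass the test (limma BH-adjusted p = 0.0867). The *Hdac3* d/d mice are *Pgr* cre/+ and the controls are labelled *Hdac3* f/f alone, so the *Pgr* allele differs between the groups together with *Hdac3*.

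The 3 genes carry the identifiers ENSMUSG00000027358, ENSMUSG00000036856 and ENSMUSG00000031870. *Bmp2* lies on chromosome 2 of GRCm39 from 133394079 to 133404816, *Wnt4* on chromosome 4 of GRCm39 from 137004373 to 137027037 and *Pgr* on chromosome 9 of GRCm39 from 8899830 to 8968612. *Wnt4* had 8 to 28 reads per *Hdac3* f/f library and 2 to 6 per *Hdac3* d/d library, below the count minimum of the limma test, and the fit without that minimum gave a log2 fold change of −1.56 (standard error 0.44, limma BH-adjusted p = 0.0171).

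Of 11 tested decidual markers, 8 fell, none rose and 3 did not pass, and 9 fell when adjusted over the list alone. Beside *Bmp2*, *Hand2*, a progesterone-induced transcription factor of the stroma, fell from 61.4 ± 15.8 to 9.41 ± 6.66 CPM, and *Angpt2*, an angiopoietin, from 35.7 ± 8.13 to 3.38 ± 2.12 CPM (limma BH-adjusted p = 0.00113 and 6.52e-05). *Cyp11a1*, which encodes the side-chain cleavage enzyme that opens steroid synthesis, averaged 11.3 ± 2.62 CPM in *Hdac3* f/f mice and had 1 read over the 4 *Hdac3* d/d libraries. The list was lower as a whole (camera adjusted p = 9.91e-05, and adjusted p = 0.511 with an estimated correlation), with a median log2 fold change of −2.12. In the same horns most tested smooth muscle contractile genes, macrophage markers and epithelial markers rose.

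Of 14 tested genes of the progesterone receptor and its uterine targets, 4 fell, 2 rose and 8 did not pass. Adjusted over the list alone, 6 fell and 5 rose. Beside *Bmp2* and *Hand2*, *Calca*, which encodes calcitonin and its related peptide, fell from 74.0 ± 18.0 to 4.65 ± 4.72 CPM, while *Sox17*, an epithelial transcription factor, rose from 3.23 ± 1.57 to 11.7 ± 5.61 CPM (limma BH-adjusted p = 2.40e-04 and 0.0112). The other 2, named after their values were seen, were the receptor cochaperone gene *Fkbp4*, lower by a log2 fold change of −1.35, and the hedgehog target *Gli1*, higher by 1.39. The list's median log2 fold change was −0.24 (camera adjusted p = 0.588, and 0.856 with an estimated correlation). Of the 7 tested regulators whose names Fig. 2C gives, *Angpt2* fell and 6 did not pass, among them *Hoxa10*, a homeobox gene of uterine stroma, at 20.0 ± 6.49 and 11.6 ± 3.66 CPM (log2 fold change −0.73, limma BH-adjusted p = 0.0678). Leaving out *Hdac3* d/d replicate 3 brought *Hoxa10* to a BH-adjusted p of 0.0331 from limma, with a log2 fold change of −0.91. Exons of *Pgr*, *Hand2*, *Angpt2*, *Cyp11a1*, *Sox17* and *Hoxa10* share 99 to 3387 bp with a gene on the opposite strand, and those of *Bmp2*, *Wnt4* and *Calca* share none.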

Consistent with previous findings, IPA upstream regulator analysis showed that several decidualization‐related genes, including *Pgr*, *Wnt4*, and *Bmp2*, were downregulated in *Hdac3* ^*d/d*^ uteri (Figure 2C). In addition, suppression of RHOA signaling, oxidative stress‐induced senescence, and AMPK‐NOTCH1‐HEY1 signaling pathways were identified. 

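In *Hdac3* d/d horns, genes of the RHOA, AMPK and Notch lists both rose and fell, and 1 gene of the senescence list fell. Of 19 tested core genes of the RHOA pathway, 3 rose, 1 fell and 15 did not pass, with the same counts of 3 and 1 when adjusted over the list alone. *Ssh1*, a phosphatase that activates cofilin, rose from 1.54 ± 0.933 to 9.07 ± 4.33 CPM (mean ± SD, n = 4 per group), a log2 fold change of 1.96 (standard error 0.43, limma BH-adjusted p = 0.00451), as did *Msn* and *Ppp1r12a*, while *Limk1* fell. The gene of the GTPase itself, *Rhoa*, averaged 7.73 ± 6.22 and 13.9 ± 8.01 CPM and did not pass (log2 fold change 0.90, limma BH-adjusted p = 0.188). The list lay on the higher side, with a median log2 fold change of 0.58, and did not pass (camera adjusted p = 0.149, and 0.676 with an estimated correlation), although it did without *Hdac3* d/d replicate 1, at an adjusted p of 0.0434 from camera.

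Of 6 tested AMPK subunits and partners, 2 rose, 2 fell and 2 did not pass, also when adjusted over the list alone. *Tsc2*, a subunit of the complex through which AMPK restrains mTOR, rose from 549.7 ± 31.7 to 938 ± 105 CPM (log2 fold change 0.76, limma BH-adjusted p = 0.00102). The upstream kinase gene *Stk11* rose by 0.73 on the log2 scale, and of the regulatory subunit genes *Prkag1* fell and *Prkag2* fell by 0.73. The *Stk11* call was lost without *Hdac3* f/f replicate 3 or 4 or *Hdac3* d/d replicate 2 or 3 (limma BH-adjusted p = 0.0545 to 0.0664). That of *Prkag2* was lost without any 1 *Hdac3* f/f library or without *Hdac3* d/d replicate 2 or 3 (limma BH-adjusted p = 0.0560 to 0.0790). The median log2 fold change of the list was 0.42 and the mean −0.91, and camera placed it on the lower side (adjusted p = 0.996, and 0.997 with an estimated correlation). Limma's fry, which does not compare a list with other genes, called it lower (adjusted p = 7.1e-04). The mean and the fry call take in *Prkag1*, whose log2 fold change was −7.09, and fry was not run without that gene. In camera the list lay on the higher side without *Hdac3* f/f replicate 1 or 2 or *Hdac3* d/d replicate 1 or 2 (camera adjusted p = 0.969, 0.981, 0.965 and 0.954).

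Of 9 tested Notch pathway genes, 2 rose, 3 fell and 4 did not pass, and 3 rose and 4 fell when adjusted over the list alone. Of the genes of gamma-secretase, the protease that releases the Notch intracellular domain, *Ncstn* fell from 12.2 ± 3.74 to 4.33 ± 1.13 CPM and *Aph1a* rose from 3.47 ± 1.78 to 13.6 ± 7.24 CPM (limma BH-adjusted p = 0.00631 and 0.00674). The receptor gene *Notch4* rose by 0.68 on the log2 scale, a call lost without *Hdac3* f/f replicate 1, 3 or 4 or *Hdac3* d/d replicate 1, 2 or 4 (limma BH-adjusted p = 0.0522 to 0.107). The protease gene *Adam17* fell by 0.70 and *Psenen*, a further gamma-secretase gene named after its value was seen, fell by 0.41 on the log2 scale. The list's median log2 fold change was 0.34 (camera adjusted p = 0.955, and 0.955 with an estimated correlation). Of 6 tested senescence and stress kinase genes, *Igfbp3*, a binding protein of insulin-like growth factors, fell from 21.7 ± 8.16 to 3.30 ± 4.02 CPM (log2 fold change −2.73, limma BH-adjusted p = 0.00263). None rose and 5 did not pass, with the same count when adjusted over the list alone. The median log2 fold change of these genes was 0.21, the mean −0.20, and camera placed them on the higher side (adjusted p = 0.996, and 0.997 with an estimated correlation). They lay on the lower side without *Hdac3* f/f replicate 3 or *Hdac3* d/d replicate 3 or 4 (camera adjusted p = 0.962, 0.880 and 0.864).

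Exons of *Ssh1*, *Rhoa*, *Tsc2*, *Stk11*, *Prkag2*, *Ncstn*, *Aph1a* and *Igfbp3* share 120 to 1081 bp with a gene on the opposite strand. From IPA of the differentially expressed genes, the paper states that RHOA, oxidative stress-induced senescence and AMPK-NOTCH1-HEY1 signaling were suppressed. It gives their potential part in uterine remodeling and cellular differentiation as the reason to follow them, and proposes that HDAC3 acts on decidualization through LIMK1, PRKAG1 and CBX2.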

Given their potential involvement in uterine remodeling and cellular differentiation, we further investigated the contribution of these pathways to the decidualization process.

**FIGURE 2:**
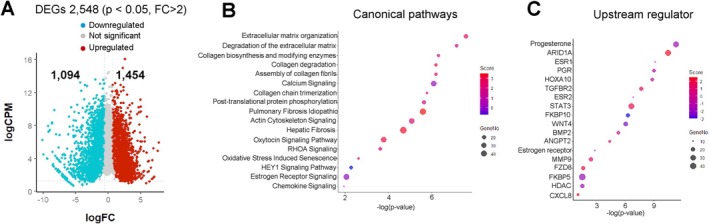
Transcriptome profile of stimulated horn in uterus of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice at decidualization day 3. (A) Volcano plot showing the 2548 differentially expression genes (DEGs) with a fold change (FC) > ±2 and *p*‐value < 0.05 in *Hdac3* ^*d/d*^ mice uteri compared with the *Hdac3* ^*f/f*^ (control) mice (*n* = 4). Red dots represent the upregulated, teal dots represent downregulated and gray dots represent non‐significant DEGs in the data sets. (B) Dot plot illustrating the top 17 enriched canonical pathways in the stimulated horn of *Hdac3* ^*d/d*^ compared to the *Hdac3* ^*f/f*^ mouse uteri. (C) Dot plot showing the top 18 upstream regulators in the stimulated horn of *Hdac3* ^*d/d*^ compared to *Hdac3* ^*f/f*^ mouse uteri. Dot color represents the corresponding *z*‐score, and dot size reflects the number of DEGs involved in each pathway.

### 3.3 HDAC3 Loss Disrupts RHOA Signaling During Decidualization

RhoA activation plays a crucial role in the formation of stress fibers and organization of the actin cytoskeleton during decidualization in human endometrial stromal cells (hESCs) [28]. LIM kinase 1 (LIMK1), a downstream effector of RhoA signaling, phosphorylates cofilin, an actin‐depolymerizing factor, and regulates actin cytoskeletal reorganization through the RhoA‐ROCK‐LIMK1 pathway [29]. Pathway analysis using IPA identified 18 differentially expressed RhoA‐related genes in the stimulated uterine horns of *Hdac3* ^*d/d*^ mice compared with controls (Figure 3A). 

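*Limk1*, which encodes the kinase that inactivates cofilin downstream of RHOA, fell from 11.4 ± 2.55 CPM in *Hdac3* f/f horns to 1.85 ± 0.395 CPM in *Hdac3* d/d horns (mean ± SD, n = 4 per group). This is a log2 fold change of −2.11 (standard error 0.28, limma BH-adjusted p = 2.21e-04), and it rests on 24 to 43 reads per *Hdac3* f/f library and 4 to 6 per *Hdac3* d/d library. Most other genes of the RhoA heatmap were higher. *Acta2*, the actin of smooth muscle, rose from 16.1 ± 9.12 to 132 ± 88.7 CPM (log2 fold change 2.86, limma BH-adjusted p = 0.00187), *Myl9*, a regulatory light chain of myosin, from 16.2 ± 7.43 to 108 ± 60.6 CPM, and *Mylk*, the kinase of that light chain, from 10.9 ± 3.61 to 50.9 ± 27.0 CPM.

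Of the 16 genes read from Fig. 3A, 14 were tested, of which 12 rose, 1 fell and 1 did not pass. The study chose them on these same libraries, so their count is not independent evidence of a direction. *Msn*, which ties actin to the membrane, rose by 1.44 on the log2 scale, *Ppp1r12a*, the targeting subunit of myosin phosphatase, by 1.34, *Arhgap6*, an inactivator of RHOA, by 1.41 and the ephrin receptor gene *Epha1* by 0.98. The largest of their BH-adjusted p was 0.00543 from limma. *Ppp1r12b*, another targeting subunit of myosin phosphatase, averaged 2.28 ± 2.16 and 7.83 ± 5.15 CPM (log2 fold change 1.30, limma BH-adjusted p = 0.122), and passed without *Hdac3* d/d replicate 1 (limma BH-adjusted p = 0.0101). *Limk1* lies on chromosome 5 of GRCm39 from 134684893 to 134717504 (ENSMUSG00000029674).

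Beside these genes, the smooth muscle contractile list was higher, with 17 of 20 tested members rising, none falling and 3 not passing (18 rising when adjusted over the list alone). Its median log2 fold change was 2.05 (camera adjusted p = 1.89e-07, and adjusted p = 0.511 with an estimated correlation), and 5 of the 14 tested Fig. 3A genes belong to it. *Jph2*, which joins the membranes of muscle cells, rose from 2.44 ± 1.52 to 32.4 ± 15.4 CPM, and *Cald1*, the actin-binding protein caldesmon, from 53.8 ± 20.2 to 322 ± 131 CPM. Against the *Hdac3* f/f mean, the median log2 change of the list was 1.07 in *Hdac3* d/d replicate 1 and 1.90, 2.61 and 2.86 in replicates 2, 3 and 4.

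Without *Hdac3* f/f replicate 3 or 4, *Actg2*, the enteric smooth muscle actin, no longer passed (limma BH-adjusted p = 0.0503 and 0.0504), and *Myl6*, a light chain of myosin, passed with all libraries or without *Hdac3* d/d replicate 1 but not without any other library (limma BH-adjusted p = 0.0548 to 0.110). Exons of *Acta2*, *Myl9*, *Mylk*, *Msn*, *Arhgap6*, *Epha1*, *Ppp1r12b* and *Myl6* share 136 to 1456 bp with a gene on the opposite strand, and those of *Limk1*, *Ppp1r12a*, *Actg2*, *Jph2* and *Cald1* share none.

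**Figure D2:**
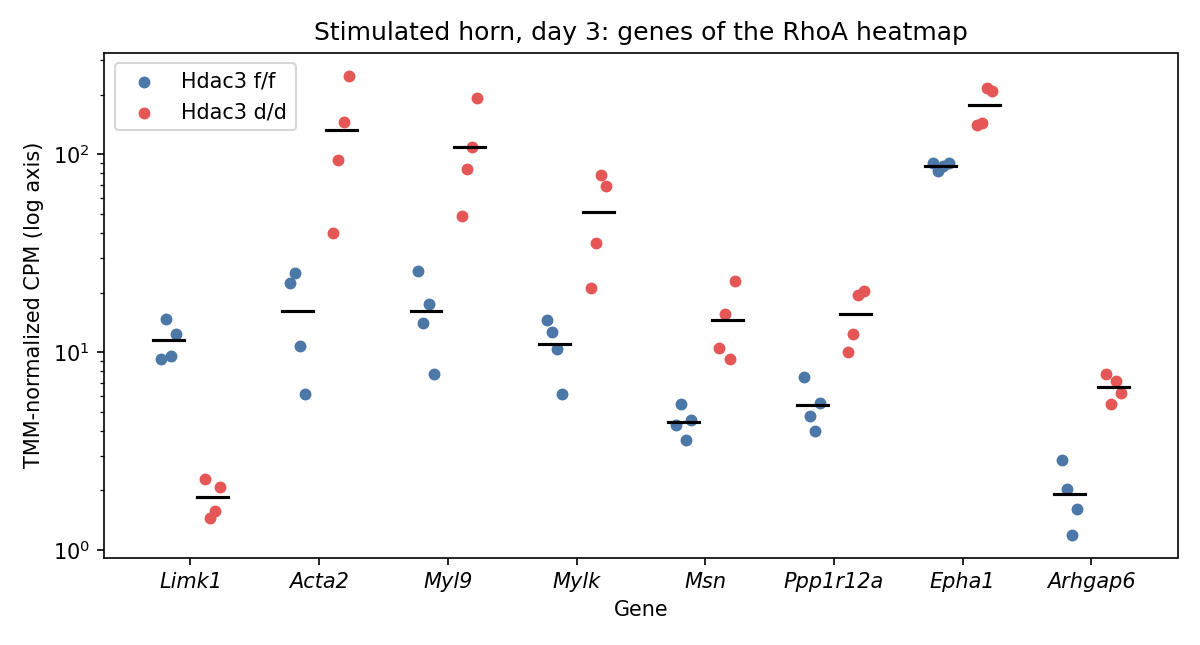
Values of 8 genes of Fig. 3A in TMM-normalized CPM on a log axis, with 1 point per library (*Hdac3* f/f blue, *Hdac3* d/d red, n = 4 each) and a black line at each mean. *Limk1* sits at 1.46 to 2.28 in *Hdac3* d/d horns, under the 9.23 to 14.7 of *Hdac3* f/f horns, and the other 7 genes lie higher in *Hdac3* d/d horns.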

To further assess the involvement of RhoA signaling in HDAC3‐mediated decidualization, we examined LIMK1 expression in decidualized uteri of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice using immunohistochemical analysis (Figure 3B). LIMK1 expression was undetectable in the unstimulated horns of both *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice. In contrast, strong LIMK1 staining was observed in decidual cells of the stimulated uterine horns from *Hdac3* ^*f/f*^ mice but was markedly reduced in *Hdac3* ^*d/d*^ mice. Quantitative H‐score analysis confirmed a significant reduction of LIMK1 expression in *Hdac3* ^*d/d*^ mice compared to controls (Figure 3C).

**FIGURE 3:**
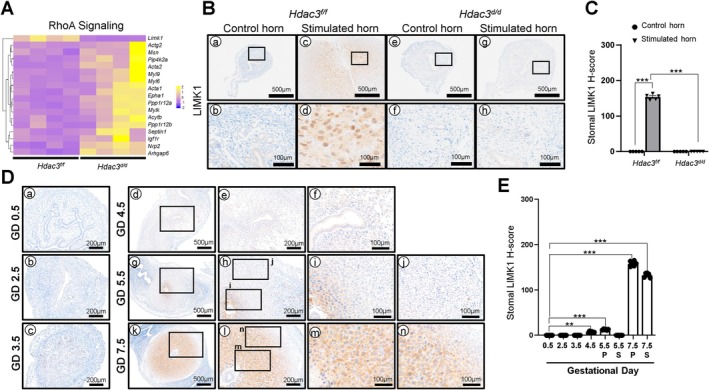
Loss of *Hdac3* in uterine results in decidualization defect due to dysregulation of RhoA Signaling. (A) Heatmap demonstrating the RhoA signaling‐regulatory genes in the stimulated horn in uterus of *Hdac3* ^*d/d*^ mice compared with that of *Hdac3* ^*f/f*^ mice. (B) Representative images of immunohistochemistry (IHC) of LIMK1 expression in the uteri of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice on days 1 and 3 of decidualization (*n* = 6 for each group). (C) Semi‐quantitative analysis of LIMK1 levels in the uterus of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice on days 1 and 3 of decidualization. (D) Representative IHC image of LIMK1 expression of the uterine tissues from gestation day (GD) 0.5 to 7.5 (*n* = 5 per time point). (E) Semi‐quantitative analysis of LIMK1 expression levels in the uterine tissue from GD 0.5 to GD 7.5. Quantification for stromal cells in GD 5.5 and GD 7.5 uterine sections was analyzed and plotted separately to distinguish primary (P) and secondary (S) decidualized cells. The results represent the mean ± SEM. **p < 0.01, ***p < 0.001 by ordinary one‐way ANOVA test.

To determine the physiological expression pattern of LIMK1 during early pregnancy, we evaluated its localization in the mouse uteri from gestational day (GD) 0.5 to GD 7.5 (Figure 3D,E). LIMK1 was not detected in stromal, luminal, or glandular epithelial cells from GD 0.5 to GD 3.5. At GD 4.5, weak LIMK1 expression appeared in stromal cells but was absent in epithelial compartments. At GD5.5, LIMK expression became prominent in the primary decidual zone (PDZ) and weaker in the secondary decidual zone (SDZ). At GD 7.5, LIMK1 expression increased further in both PDZ and SDZ, with stronger staining in the PDZ. These results indicate that HDAC3 loss leads to dysregulation of RHOA signaling in the uterus during decidualization, likely through impaired LIMK1 expression and downstream cytoskeletal remodeling.

### 3.4 HDAC3 Loss Dysregulates AMPK‐NOTCH1‐HEY1 Signaling During Decidualization

In addition to its role in RHOA signaling, transcriptomic analysis revealed dysregulation of the AMPK‐NOTCH1‐HEY1 signaling pathway in *Hdac3* ^*d/d*^ mice (Figure 4A). 

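*Prkag1*, which encodes the γ1 regulatory subunit of AMPK, fell from 247 ± 40.0 CPM in *Hdac3* f/f horns to 0.867 ± 0.552 CPM in *Hdac3* d/d horns (mean ± SD, n = 4 per group), a log2 fold change of −7.09 (standard error 0.26, limma BH-adjusted p = 6.50e-08). It had 569 to 933 reads per *Hdac3* f/f library and 1 to 5 per *Hdac3* d/d library. *Notch1*, the receptor of the pathway, averaged 17.8 ± 2.34 and 22.8 ± 2.56 CPM and did not pass (log2 fold change 0.34, standard error 0.20, limma BH-adjusted p = 0.206). *Hey1*, a target of Notch signaling, is not listed in the file.

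*Prkag1* (ENSMUSG00000067713) lies on the minus strand of chromosome 15 of GRCm39 from 98710177 to 98729434, next to *Ddn*, the gene of dendrin, on the same strand. *Ddn* averaged 151 ± 41.8 CPM in *Hdac3* f/f horns and had 1 read over the 4 *Hdac3* d/d libraries. Overlapping both, from 98704905 to 98713958 on the plus strand, lies the long noncoding RNA gene *B130046B21Rik*, whose exons share 1511 bp with *Prkag1* and 177 bp with *Ddn*. It fell from 1180.1 ± 81.0 to 814 ± 109.8 CPM, a log2 fold change of −0.54 (standard error 0.14, limma BH-adjusted p = 0.00906).

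Of the 19 genes read from Fig. 4A, 16 were tested, of which 7 rose, 7 fell and 2 did not pass. The study picked these genes from the same libraries, so their count is not independent evidence of a direction. The largest rise was in *Myh11*, the myosin heavy chain of smooth muscle, from 39.1 ± 18.3 to 316 ± 174 CPM (log2 fold change 2.93, limma BH-adjusted p = 5.70e-04). *Gata6*, a zinc finger transcription factor, rose by 2.04 and the integrin gene *Itga2b* by 1.48 on the log2 scale. Falls were seen in *Hif1a*, the oxygen-sensing transcription factor, from 33.0 ± 9.47 to 6.31 ± 4.91 CPM, in *E2f8*, an E2F factor that acts in polyploid cells, from 13.5 ± 3.94 to 2.06 ± 0.701 CPM, and in *Runx2*, a transcription factor of bone, from 37.0 ± 13.6 to 12.8 ± 7.75 CPM. Their BH-adjusted p were 0.00150, 2.94e-04 and 0.00725 from limma. The calls of *Acvr1b* and *Pik3r1*, which were higher, were lost without 1 library, for *Acvr1b* *Hdac3* f/f replicate 3 or *Hdac3* d/d replicate 2 (limma BH-adjusted p = 0.0522 and 0.0599) and for *Pik3r1* *Hdac3* f/f replicate 3 or 4 or *Hdac3* d/d replicate 2, 3 or 4 (limma BH-adjusted p = 0.0809 to 0.114). *Mmp14* and *Smad7* did not pass with all libraries, and passed without *Hdac3* d/d replicate 1 (*Mmp14*, limma BH-adjusted p = 0.00857) or without *Hdac3* f/f replicate 1 or *Hdac3* d/d replicate 3 (*Smad7*, limma BH-adjusted p = 0.0453 and 0.0320).

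Several of these genes belong to BMP and SMAD signaling, of whose 9 tested members 4 fell, 1 rose and 4 did not pass (5 fell and 1 rose when adjusted over the list alone). *Fst*, which encodes the activin antagonist follistatin, fell from 9.38 ± 5.41 to 0.674 ± 0.427 CPM, and *Smad6*, an inhibitor of BMP signaling, from 5.91 ± 1.46 to 1.60 ± 0.415 CPM (limma BH-adjusted p = 8.00e-04 and 0.00399). The list's median log2 fold change was −0.94 (camera adjusted p = 0.150, and 0.569 with an estimated correlation). Exons of *Notch1*, *Gata6*, *Itga2b*, *Hif1a*, *E2f8*, *Runx2*, *Acvr1b*, *Mmp14* and *Fst* share 115 to 1996 bp with a gene on the opposite strand, and those of *Myh11*, *Smad6*, *Smad7* and *Pik3r1* share none.

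**Figure D3:**
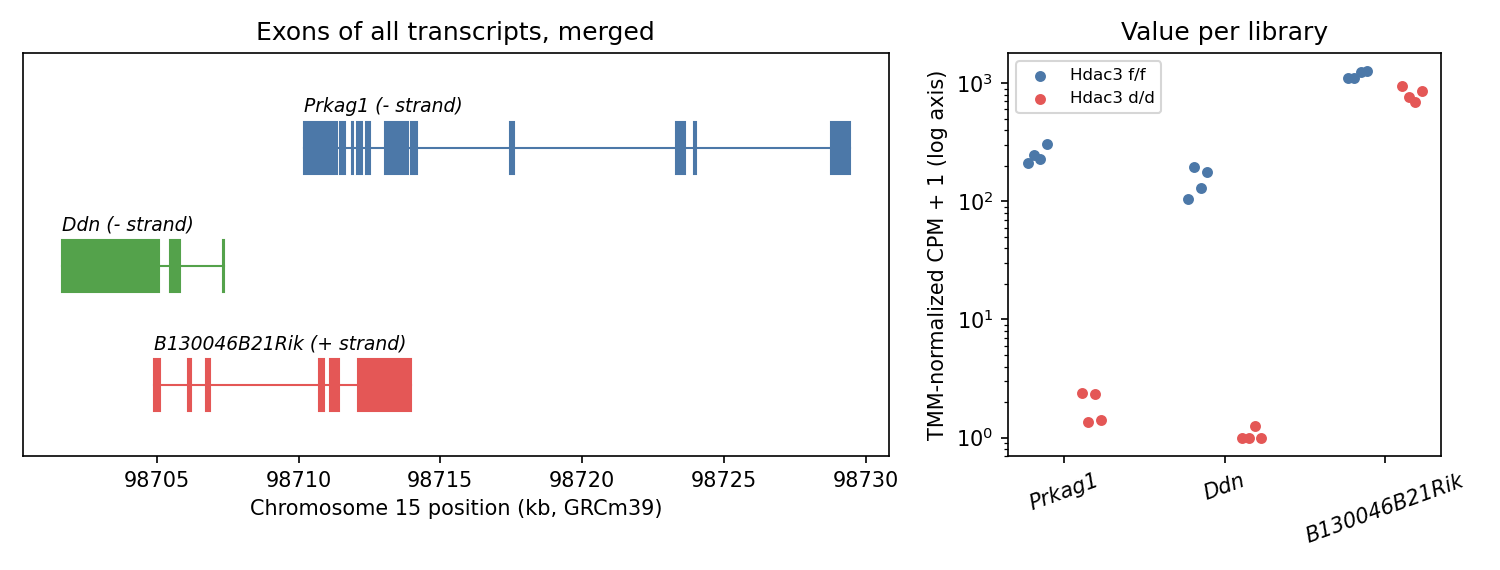
Left, merged exons of *Prkag1*, *Ddn* and *B130046B21Rik* by position on chromosome 15 (kb, GRCm39), and right, their values per library in TMM-normalized CPM + 1 on a log axis (*Hdac3* f/f blue, *Hdac3* d/d red, n = 4 each). *Prkag1* averages 247 CPM in *Hdac3* f/f and 0.867 CPM in *Hdac3* d/d horns, and *B130046B21Rik* 1180.1 and 814 CPM. The strand used in counting is not known, so reads of one gene could be listed under the other.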

To further investigate this finding, we examined PRKAG1, a regulatory subunit of AMPK signaling that has been reported to modulate NOTCH1‐HEY1 signaling through metabolic regulation, in the uteri of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice (Figure 4B). In control mice, PRKAG1 expression was weakly detected in the unstimulated horn but strongly induced in decidual cells of the stimulated horn following artificial decidualization, while expression in glandular epithelium remained largely unchanged. In contrast, PRKAG1 expression was significantly reduced in both the unstimulated and stimulated horns of *Hdac3* ^*d/d*^ mice (Figure 4C) with no notable changes observed in glandular compartments.

**FIGURE 4:**
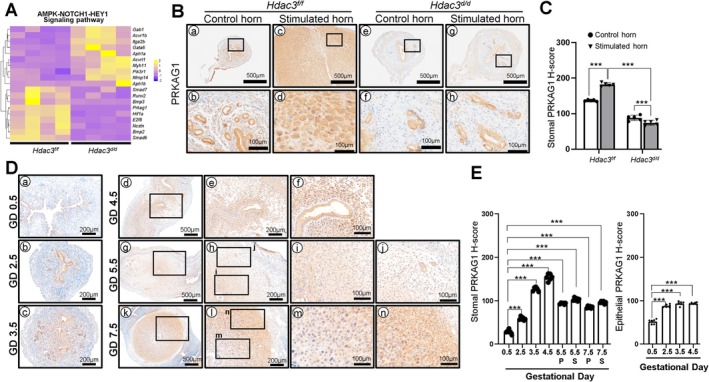
AMPK‐NOTCH1‐HEY1 signaling pathway involvement in the decidualization defect of *Hdac3*‐ablated mice uteri. (A) Heatmap showing the expression of AMPK‐NOTCH1‐HEY1 signaling pathway‐regulatory genes in the stimulated horn of *Hdac3* ^*d/d*^ mice compared to the *Hdac3* ^*f/f*^ mice uteri. (B) Representative IHC images of PRKAG1 in the *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice uteri on days 1 and 3 of decidualization (*n* = 6 for each group). (C) Semi‐quantitative analysis of PRKAG1 expression patterns in the *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice uteri on decidualization days of 1 and 3. (D) Representative IHC images of PRKAG1 of the uterine tissues from GD 0.5 to GD 7.5 (*n* = 5 per time point). (E) Semi‐quantitative analysis of PRKAG1 expression patterns in the stromal (left) and epithelial (right) cells from GD 0.5 to GD 7.5. Quantification for stromal cells in GD 5.5 and GD 7.5 uterine sections was analyzed and plotted separately to distinguish primary (P) and secondary (S) decidualized cells. The results represent the mean ± SEM. ***p < 0.001 by ordinary one‐way ANOVA test.

To determine the physiological expression pattern of PRKAG1 during early pregnancy, we evaluated its localization in mouse uteri from GD 0.5 to GD 7.5 (Figure 4D,E). PRKAG1 was weakly expressed in stromal and epithelial cells at GD0.5, gradually increased at GD2.5 and GD3.5, and reached peak expression in stromal cells at GD4.5. At GD5.5, PRKAG1 expression slightly decreased in both PDZ and SDZ, with stronger expression in the SDZ than in the PDZ. A similar expression pattern was maintained at GD7.5. These findings suggest that HDAC3 regulates decidualization in part through coordination of metabolic (AMPK) and transcriptional (NOTCH1‐HEY1) signaling pathways, which are functionally linked during stromal cell decidualization.

### 3.5 HDAC3 Loss Dysregulates the Oxidative Stress‐Induced Senescence Pathway

Pathway analysis revealed that the oxidative stress‐induced senescence signaling pathway was upregulated in the uteri of *Hdac3* ^*d/d*^ mice compared with controls (Figure 5A). 

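*Cbx2*, which encodes a chromobox reader of Polycomb repressive complex PRC1, fell from 22.1 ± 7.18 CPM in *Hdac3* f/f horns to 1.42 ± 1.80 CPM in *Hdac3* d/d horns (mean ± SD, n = 4 per group). Its log2 fold change was −3.43 (standard error 0.45, limma BH-adjusted p = 2.18e-04), from 33 to 83 reads per *Hdac3* f/f library and 1 to 9 per *Hdac3* d/d library. Of the 7 other tested genes of the heatmap, 4 rose and 3 did not pass. *Rbbp4*, a histone-binding subunit of PRC2 and of deacetylase complexes, went from 189 ± 62.4 to 882 ± 361 CPM (log2 fold change 2.21, limma BH-adjusted p = 2.92e-04). *Kdm6b*, a demethylase that removes the Polycomb mark from histone H3, rose by 1.00 on the log2 scale, and the kinase genes *Mapk12* and *Mink1* rose by 1.39 and 1.49 (limma BH-adjusted p = 0.0113, 0.00282 and 0.0110).

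Of the 13 genes read from Fig. 5A, 8 were tested, of which 4 rose, 1 fell and 3 did not pass. Since the genes of the heatmap were selected in these same libraries, the count is not independent evidence of a direction. *Jun*, a subunit of the transcription factor AP-1, averaged 5.47 ± 1.10 and 14.1 ± 11.7 CPM (log2 fold change 0.88, limma BH-adjusted p = 0.202), and *Mapkapk2*, a kinase activated by p38, 3.13 ± 0.830 and 6.84 ± 4.20 CPM (log2 fold change 0.80, limma BH-adjusted p = 0.118). *Phc2*, a subunit of PRC1, averaged 3.15 ± 1.82 and 7.55 ± 2.88 CPM (log2 fold change 1.08, limma BH-adjusted p = 0.0506). These 3 genes passed without *Hdac3* d/d replicate 1, with BH-adjusted p of 0.0234, 0.0441 and 0.0284 from limma, and *Phc2* also without *Hdac3* f/f replicate 4 (limma BH-adjusted p = 0.0287). The other 5 genes lay below the count minimum. Of these, *Cbx8*, a further chromobox gene, averaged 3.76 ± 2.28 and 0.454 ± 0.344 CPM and *Cbx6* 1.32 ± 0.261 and 4.63 ± 2.66 CPM, each with no overlap between the groups (exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow).

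Of 9 tested genes of the Polycomb complexes, 3 rose, 1 fell and 5 did not pass, and 4 rose and 1 fell when adjusted over the list alone. Besides *Rbbp4*, those that rose were *Cbx7*, a chromobox gene of PRC1, from 5.05 ± 1.68 to 35.1 ± 8.45 CPM, and *Ezh1*, a histone methyltransferase of PRC2, from 5.45 ± 2.18 to 34.3 ± 9.89 CPM (limma BH-adjusted p = 5.87e-05 and 2.50e-04). The list's median log2 fold change was 0.91 (camera adjusted p = 0.149, and 0.511 with an estimated correlation). It passed as higher in limma's fry (adjusted p = 0.00337). With at least 1 CPM in every library, which leaves out the lower gene *Cbx2*, it also passed in camera (adjusted p = 0.0251). *Cbx2* (ENSMUSG00000025577) lies on chromosome 11 of GRCm39 from 118913788 to 118922100. Exons of *Cbx2*, *Rbbp4*, *Kdm6b*, *Mapk12*, *Mink1*, *Jun*, *Cbx7* and *Ezh1* share 40 to 3178 bp with a gene on the opposite strand, and those of *Mapkapk2*, *Phc2*, *Cbx6* and *Cbx8* share none.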

Oxidative stress contributes to tissue damage and plays a key role in the pathogenesis of female infertility by reducing embryo implantation rates and impairing uterine decidualization. It is also implicated in various reproductive disorders, including endometriosis, recurrent pregnancy loss, and preeclampsia [30, 31, 32]. Elevated oxidative stress leads to DNA damage, often indicated by increased levels of 8‐hydroxy‐2′‐deoxyguanosine (8‐OHdG), which can induce cellular senescence [33, 34]. Premature decidual senescence has been shown to cause implantation failure, fetal loss, and preterm birth [5]. To further investigate this finding, we examined the expression of CBX2, a gene associated with oxidative stress and cellular senescence. Strong CBX2 expression was observed in the stimulated uterine horns of *Hdac3* ^*f/f*^ mice, whereas no CBX2 expression was detected in the control horns of *Hdac3* ^*f/f*^ mice or in either horn of *Hdac3* ^*d/d*^ mice (Figure 5B,C).

**FIGURE 5:**
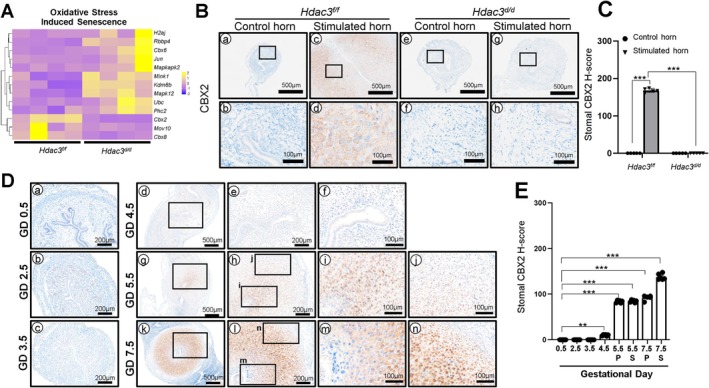
Loss of *Hdac3* in uterine results in decidualization defect due to dysregulation of Oxidative Stress‐Induced Senescence pathway. (A) Heatmap showing the gene expressions regulating the Oxidative Stress‐Induced Senescence pathway in the stimulated horn of *Hdac3* ^*d/d*^ mice compared to the *Hdac3* ^*f/f*^ mice uteri. (B) Representative IHC images of CBX2 in the uterus of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice on days 1 and 3 of decidualization (*n* = 6 for each group). (C) Semi‐quantitative analysis of CBX2 expression levels in the uterus of *Hdac3* ^*f/f*^ and *Hdac3* ^*d/d*^ mice on days 1 and 3 of decidualization. (D) Representative IHC images of CBX2 in the uterine tissues from GD 0.5 to GD 7.5 (*n* = 5 per time point). (E) Semi‐quantitative analysis of CBX2 in the uterine tissues from GD 0.5 to GD 7.5. Quantification for stromal cells in GD 5.5 and GD 7.5 uterine sections was analyzed and plotted separately to distinguish primary (P) and secondary (S) decidualized cells. **p < 0.01, ***p < 0.001 by ordinary one‐way ANOVA test.

We next evaluated CBX2 expression during early pregnancy (Figure 5D,E). CBX2 was undetectable in stromal and epithelial cells from GD 0.5 to GD 3.5. From GD 4.5 onward, CBX2 expression gradually increased in stromal cells but remained absent in the epithelial compartments. At GD 5.5, CBX2 expression was comparable between PDZ and SDZ. By GD 7.5, CBX2 expression became markedly stronger in the SDZ compared with the PDZ. These findings suggest that HDAC3 loss leads to aberrant activation of oxidative stress‐induced senescence signaling, accompanied by reduced CBX2 expression, which may contribute to defective decidualization and impaired uterine function.

## 4 Discussion

This study provides strong evidence that HDAC3 plays an essential role in regulating endometrial decidualization. Our previous work demonstrated that HDAC3 is expressed in both human endometrial epithelial and stromal cells and is markedly reduced in the eutopic endometrium of infertile women with endometriosis [11], a condition associated with impaired decidualization and implantation failure. This clinical observation provided a rationale for using a uterine‐specific *Hdac3* knockout mouse model to investigate the mechanistic role of HDAC3 in decidualization. Accordingly, in the current study, we focused on stromal cells and revealed that uterine‐specific loss of *Hdac3* disrupts decidualization. Using transcriptomic analysis and functional validation, we identified three key downstream effectors, PRKAG1, LIMK1, and CBX2, whose expression was significantly reduced in *Hdac3* ^*d/d*^ uteri during decidualization. These findings highlight the broad transcriptional and signaling dysregulation caused by HDAC3 deficiency in the endometrium.

Decidualization is a hormone‐dependent differentiation process essential for embryo implantation and pregnancy maintenance. It involves extensive cellular remodeling, metabolic adaptation, and immune modulation within the uterine stroma. Impaired decidualization contributes to infertility, recurrent miscarriage, and uteroplacental disorders [35]. In agreement with our previous findings in human endometrium, *Hdac3* ^*d/d*^ mice exhibited a marked decidualization defect, suggesting that HDAC3 is indispensable for the transcriptional reprogramming required for uterine receptivity. RNA‐seq analysis revealed that multiple signaling pathways, including AMPK‐NOTCH1‐HEY1, RHOA, and oxidative stress‐induced senescence, were altered in the absence of HDAC3, indicating its broad regulatory role in cytoskeletal organization, energy metabolism, and stress responses during early pregnancy. Among these, the AMPK‐NOTCH1‐HEY1 axis represents a key integrative pathway linking cellular metabolism to transcriptional regulation during decidualization.

PRKAG1 encodes the γ1 regulatory subunit of AMP‐activated protein kinase (AMPK), a central sensor of cellular energy status that coordinates metabolism, growth, and stress responses [36, 37, 38, 39]. AMPK signaling has been shown to regulate NOTCH1‐HEY1 activity, linking cellular energy status to transcriptional control of cell differentiation [40]. It can also directly regulate HDAC complexes to alter gene transcription [41]. PRKAG1 overexpression has been reported in ovarian carcinomas [42], whereas its decline with aging correlates with increased frailty and metabolic dysfunction [43]. Although PRKAG1 has not been studied in the context of embryo implantation or decidualization, our results demonstrate that its expression is dynamically regulated in the uterus during early pregnancy, where it increases from GD 0.5 to GD 4.5 and is maintained in decidual cells at GD 5.5–7.5. The loss of HDAC3 led to downregulation of PRKAG1 and suppression of the AMPK‐NOTCH1‐HEY1 axis, suggesting that HDAC3 may facilitate decidualization through metabolic and transcriptional control of this pathway.

LIMK1, a downstream effector of the RHOA‐ROCK pathway, phosphorylates and inactivates cofilin to promote actin cytoskeletal reorganization [44]. Through its control of cytoskeletal dynamics, LIMK1 regulates critical cellular functions such as proliferation, migration, and differentiation [45, 46]. Aberrant LIMK1 expression has been implicated in multiple cancers, where it enhances invasion and metastasis [47, 48, 49, 50, 51]. In our study, LIMK1 was highly expressed in the decidual cells of control mice but nearly absent in *Hdac3* ^*d/d*^ uteri. During normal pregnancy, LIMK1 expression emerged in stromal cells by GD4.5 and intensified in PDZ and SDZ by GD 7.5. These observations suggest that HDAC3 may regulate RHOA‐LIMK1‐cofilin signaling to coordinate cytoskeletal remodeling necessary for stromal cell transformation during decidualization.

CBX2 is a chromobox family protein and a component of the Polycomb Repressive Complex 1 (PRC1), acting as an epigenetic reader that binds H3K9me3 and H3K27me3 to maintain transcriptional repression [52, 53, 54, 55, 56]. CBX2 overexpression has been associated with tumorigenesis, while HDAC inhibition downregulates CBX2, leading to growth arrest and apoptosis [57]. CBX2 also promotes proliferation and invasion through PI3K/AKT signaling [58], a pathway critical for decidualization [59, 60]. In our study, CBX2 expression was markedly reduced in *Hdac3* ^*d/d*^ uteri but strongly induced in decidual cells of control mice. During early pregnancy, CBX2 appeared in stromal cells by GD4.5 and progressively increased through GD7.5, suggesting a temporal role in stromal cell differentiation. These results imply that HDAC3 may influence chromatin organization and epigenetic stability during decidualization via regulation of CBX2 expression and activity.

Although our findings establish a critical role for HDAC3 in regulating decidualization and identify PRKAG1, LIMK1, and CBX2 as potential downstream effectors, several limitations should be acknowledged. First, our analyses were primarily based on whole uterine tissues, which may mask cell type‐specific transcriptional and signaling changes within the complex uterine microenvironment. Future studies employing single‐cell or spatial transcriptomic approaches would help define the specific cellular populations and regulatory networks directly governed by HDAC3. Second, while our data demonstrate strong correlations between HDAC3 loss and altered signaling pathways, the causal molecular interactions between HDAC3 and these downstream targets remain to be elucidated. Functional rescue or chromatin immunoprecipitation (ChIP) studies are needed to confirm direct transcriptional regulation. Third, this study relied on mouse models, and additional validation using human endometrial tissues or organoid systems will be essential to confirm translational relevance. Finally, although our model captures early stages of decidualization, it does not fully address how HDAC3 loss affects later implantation or placental development, which warrants further investigation.

Collectively, our findings demonstrate that HDAC3 orchestrates multiple transcriptional and signaling networks—metabolic (PRKAG1), cytoskeletal (LIMK1), and epigenetic (CBX2)—that are essential for uterine stromal differentiation and successful decidualization. Loss of HDAC3 disrupts these pathways, leading to defective decidual responses and potential implantation failure. These results expand our understanding of the epigenetic control of endometrial receptivity and identify HDAC3 as a central regulator linking metabolism, cytoskeletal remodeling, and chromatin dynamics during early pregnancy. Further studies are needed to define the precise molecular interactions between HDAC3 and its downstream effectors PRKAG1, LIMK1, and CBX2, including their post‐translational regulation and recruitment to chromatin during decidualization. Understanding these mechanisms may provide a foundation for developing targeted epigenetic or metabolic therapies to restore uterine function in infertility and pregnancy disorders associated with defective decidualization.

## Author Contributions

J‐.W.J. and Y‐.J.Y. were responsible for the concept of the study. L.T.K.N., D.N.T., and T.H.K. carried out experiments. L.T.K.N., D.N.T., S.N., T.H.K, and J‐.W.J. analyzed data. L.T.K.N., D.N.T., S.N., T.H.K, J‐.W.J., and Y‐.J.Y. contributed to writing the manuscript. All authors contributed to editing the manuscript.

## Funding

This work was supported by HHS | NIH | Eunice Kennedy Shriver National Institute of Child Health and Human Development (NICHD), R01HD101243 and R01HD102170 to J.‐W.J., and by the National Research Foundation of Korea (NRF) funded by the Korean government (MSIT), 2022R1A2C1091055, to J.‐Y.Y..

## Conflicts of Interest

Jae‐Wook Jeong serves as an editorial board member for the FASEB Journal and was recused from any editorial processes during the peer review of this manuscript, including the final decision on potential publication.

## Supporting information

**Table S1:** Differentially expressed genes between Hdac3 f/f and Hdac3 d/d mice uteri at decidualization day 3.

## Data Availability

The authors declare that all the relevant data, supplemental data, associated protocols, and materials supporting the findings of this study are present in the paper. The raw and processed RNA‐sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE318623.

# Supplementary material for: HDAC3 Regulates Transcriptional Networks Governing Decidualization
**Source:** FASEB J. 2026 Apr 15;40(8):e71815. doi: 10.1096/fj.202600629R
**Supplement:** Supplementary file 1 — Table S1: Differentially expressed genes between Hdac3 f/f and Hdac3 d/d mice uteri at decidualization day 3.

Supplementary Table 1. Differentially expressed genes between *Hdac3^{ff}* and *Hdac3^{did}* mice uteri at decidualization day 3.

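Among the genes the table gives as lower in *Hdac3* d/d horns are *Bmp2* and *Wnt4* of decidual stroma, the cofilin kinase gene *Limk1*, the AMPK subunit gene *Prkag1* and the Polycomb gene *Cbx2*. The deposited values had the same sign for each of these 5 genes. Near the top of its falls stand *Extl1* and *Thoc7*, which also fell in the deposited values. The table holds 2548 genes by the authors' analysis of the same libraries, 1454 higher and 1094 lower, with a lowest absolute fold change of 2. Of these, 2536 were matched to the deposited file, 2286 by identifier and 250 by symbol, and 12 were not matched. Limma tested 2069 of the matched genes, and 100% of them had the same sign of log2 fold change as in the table. At the fold change and p-value thresholds of the table, 89.9% of the 2069 passed in limma, and 1867 were called at a BH-adjusted p under 0.05. With edgeR's exact test on the recovered reads of all listed genes, the log2 fold changes differed from those of the table by at most 0.0169.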

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000059213	Ddn	dendrin	-1130.05	0.00
ENSMUSG00000042401	Crtac1	cartilage acidic protein 1	-1008.93	0.00
ENSMUSG00000100430	1700095A13Rik	RIKEN cDNA 1700095A13 gene	-691.94	0.00
ENSMUSG00000091897	Gm17019	predicted gene 10471	-678.61	0.00
ENSMUSG00000044447	Dock5	dedicator of cytokinesis 5	-609.38	0.00
ENSMUSG00000114303	Gm4022	predicted gene 4022	-594.27	0.00
ENSMUSG00000028838	Extl1	exostosin like glycosyltransferase 1	-520.01	0.00
ENSMUSG00000053453	Thoc7	THO complex subunit 7	-412.01	0.00
ENSMUSG00000028601	Echdc2	enoyl-CoA hydratase domain containing 2	-401.00	0.00
ENSMUSG00000111417	Gm47430	predicted gene, 47430	-384.47	0.02
ENSMUSG000000018259	Pr18a2	prolactin family 8, subfamily a, member 2	-378.68	0.00
ENSMUSG00000111606	Gm7213	enolase 2, gamma neuronal pseudogene	-334.50	0.00
ENSMUSG00000113726	Gm36099	predicted gene, 36099	-317.00	0.00
ENSMUSG00000113303	4930423D22Rik	RIKEN cDNA 4930423D22 gene	-285.33	0.00
ENSMUSG00000072188	Gm10354	predicted gene 10471	-273.50	0.00
ENSMUSG00000060962	Dmkn	dermokine	-270.86	0.00
ENSMUSG00000067713	Prkag1	protein kinase AMP-activated non-catalytic subunit gamma 1	-263.31	0.00
ENSMUSG00000087339	Gm11586	predicted gene 11586	-242.18	0.00
ENSMUSG00000038300	Pth2	parathyroid hormone 2	-225.34	0.00
ENSMUSG00000110093	Gm45282	predicted gene 45282	-216.44	0.00
ENSMUSG00000094018	S100a2	S100 calcium binding protein A2	-199.63	0.00
ENSMUSG00000116989	Gm49709	predicted gene, 49709	-195.23	0.00
ENSMUSG00000105699	Gm43703	predicted gene 43703	-192.38	0.00
ENSMUSG00000090237	Gm16308	predicted gene 16308	-179.24	0.00
ENSMUSG00000028015	Ctso	cathepsin O	-174.51	0.00
ENSMUSG00000048217	Nags	N-acetylglutamate synthase	-165.69	0.00
ENSMUSG00000106185	Gm7631	UDP glucuronosyltransferase 2 family, polypeptide B1 pseudogene	-144.37	0.00
ENSMUSG00000113733	Gm34785	predicted gene, 34785	-142.59	0.00
ENSMUSG00000019214	Chtf18	chromosome transmission fidelity factor 18	-133.61	0.00
ENSMUSG00000072476	Rnf26rt	ring finger protein 26, retrotransposed	-133.39	0.00
ENSMUSG00000073208	Speer4c	predicted gene 10471	-133.37	0.00
ENSMUSG00000034533	Scn10a	sodium voltage-gated channel alpha subunit 10	-123.88	0.00
ENSMUSG00000034762	Glis1	GLIS family zinc finger 1	-123.51	0.00
ENSMUSG00000091255	Speer4e	predicted gene 10471	-121.22	0.00
ENSMUSG00000118333	4921531P14Rik	RIKEN cDNA 4921531P14 gene	-116.91	0.00
ENSMUSG00000099472	Gm29539	predicted gene 29539	-114.73	0.00
ENSMUSG00000034818	Celf5	CUGBP Elav-like family member 5	-106.34	0.02
ENSMUSG00000109116	Sycp1-ps1	synaptonemal complex protein 1, pseudogene 1	-104.80	0.00
ENSMUSG00000109016	Gm44647	predicted gene 44647	-103.66	0.00
ENSMUSG00000033219	Gm9758	predicted gene 10471	-103.00	0.00
ENSMUSG00000037451	Slc22a20	solute carrier family 22 (organic anion transporter), member 20	-102.51	0.00
ENSMUSG00000021913	Ogdhl	oxoglutarate dehydrogenase L	-100.46	0.00
ENSMUSG00000097727	F630040K05Rik	RIKEN cDNA F630040K05 gene	-98.06	0.00
ENSMUSG00000104568	Gm43255	predicted gene 43255	-94.72	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000022598	Psca	prostate stem cell antigen	-92.81	0.00
ENSMUSG00000114024	Gm46336	predicted gene, 46336	-91.09	0.05
ENSMUSG00000017922	Prl3c1	prolactin family 3, subfamily c, member 1	-88.50	0.00
ENSMUSG00000032323	Cyp11a1	cytochrome P450 family 11 subfamily A member 1	-85.03	0.00
ENSMUSG000000117987	Gm50222	predicted gene, 50222	-81.79	0.00
ENSMUSG00000034913	Cby2	chibby family member 2	-79.61	0.04
ENSMUSG00000018570	2810408A11Rik	RIKEN cDNA 2810408A11 gene	-70.29	0.00
ENSMUSG000000050463	Krt78	keratin 78	-68.13	0.04
ENSMUSG00000100361	Gm7063	apurinic/apurimidine endonuclease 1 pseudogene	-68.13	0.04
ENSMUSG00000086258	Gm15239	predicted gene 15239	-66.44	0.00
ENSMUSG00000121071	Gm57170	predicted gene, 57170	-66.21	0.03
ENSMUSG00000057899	Adgrf2	adhesion G protein-coupled receptor F2	-65.60	0.00
ENSMUSG00000046008	Pnlip	pancreatic lipase	-65.44	0.00
ENSMUSG000000079022	Col22a1	collagen type XXII alpha 1 chain	-64.87	0.00
ENSMUSG00000106114	Gm43286	predicted gene 43286	-61.62	0.01
ENSMUSG00000090589	Gm17180	predicted gene 17180	-60.50	0.00
ENSMUSG00000051648	Kctd19	potassium channel tetramerization domain containing 19	-58.02	0.00
ENSMUSG00000079602	Gata3un	Gata3 upstream neighbor	-56.55	0.00
ENSMUSG00000025400	Tac2	tachykinin precursor 3	-56.13	0.00
ENSMUSG00000113251	Gm18363	calyculin binding protein pseudogene	-54.25	0.00
ENSMUSG00000107651	Gm44166	predicted gene, 44166	-54.21	0.00
ENSMUSG00000020921	Tmem101	transmembrane protein 101	-53.87	0.00
ENSMUSG00000096878	Gm21083	predicted gene, 21083	-53.65	0.00
ENSMUSG00000020258	Glyctk	glycerate kinase	-53.43	0.00
ENSMUSG00000089197	Gm25767	predicted gene, 25767	-53.03	0.04
ENSMUSG00000032611	1700102P08Rik	chromosome 3 open reading frame 62	-52.88	0.01
ENSMUSG000000029306	Ibsp	integrin binding sialoprotein	-50.90	0.03
ENSMUSG00000063821	Dusp29	dual specificity phosphatase 29	-50.90	0.00
ENSMUSG00000072573	Gm10369	predicted gene 10369	-49.86	0.00
ENSMUSG00000040364	Sec1	secretory blood group 1	-48.96	0.00
ENSMUSG00000082271	Gm12217	predicted gene 12217	-48.53	0.00
ENSMUSG00000107896	Gm8719	peptidyl prolyl isomerase H pseudogene	-47.99	0.00
ENSMUSG00000054003	Tdrd9	tudor domain containing 9	-47.33	0.00
ENSMUSG00000003410	Elavl3	ELAV like RNA binding protein 3	-45.50	0.02
ENSMUSG00000032105	Nherf4	NHERF family PDZ scaffold protein 4	-45.16	0.03
ENSMUSG00000011350	Gm5893	predicted gene 5893	-44.73	0.00
ENSMUSG00000080944	Gm12967	predicted gene 12967	-43.25	0.04
ENSMUSG00000056498	Tmem154	transmembrane protein 154	-43.12	0.00
ENSMUSG00000056162	Cndp1	carnosine dipeptidase 1	-42.90	0.00
ENSMUSG00000113996	Gm48455	predicted gene, 48455	-42.84	0.00
ENSMUSG00000086618	Gm13256	predicted gene 13256	-42.74	0.00
ENSMUSG00000113492	Gm47792	predicted gene, 47792	-42.72	0.00
ENSMUSG00000023918	Adgrf4	adhesion G protein-coupled receptor F4	-42.57	0.00
ENSMUSG00000026413	Pkp1	plakophilin 1	-41.34	0.04
ENSMUSG00000033294	Noc4l	nucleolar complex associated 4 homolog	-41.18	0.00
ENSMUSG00000120709	Gm56535	predicted gene, 56535	-40.89	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000024191	Bnip1	BCL2 interacting protein 1	-40.84	0.00
ENSMUSG00000047586	Nccrp1	NCCRP1, F-box associated domain containing	-40.61	0.00
ENSMUSG00000070564	Ntn5	netrin 5	-40.58	0.00
ENSMUSG00000021339	Mrs2	magnesium transporter MRS2	-40.21	0.00
ENSMUSG00000026167	Wnt10a	Wnt family member 10A	-40.06	0.00
ENSMUSG00000006567	Atp7b	ATPase copper transporting beta	-38.37	0.00
ENSMUSG00000085995	Gm2788	predicted gene 2788	-37.77	0.00
ENSMUSG000000097178	2310002F09Rik	RIKEN cDNA 2310002F09 gene	-36.88	0.00
ENSMUSG00000021768	Dusp13b	dual specificity phosphatase 13B	-35.52	0.00
ENSMUSG00000028836	Slc30a2	solute carrier family 30 member 2	-35.15	0.00
ENSMUSG00000034645	Zyg11a	zyg-11 family member A, cell cycle regulator	-34.05	0.00
ENSMUSG00000018822	Sfrp5	secreted frizzled related protein 5	-33.67	0.00
ENSMUSG00000092738	Mir5135	microRNA 5135	-33.52	0.00
ENSMUSG00000106445	Gm21190	predicted gene 10471	-30.92	0.00
ENSMUSG00000032842	Abcc10	ATP binding cassette subfamily C member 10	-30.80	0.00
ENSMUSG00000086108	Gm5602	predicted gene 5602	-29.85	0.00
ENSMUSG00000030111	A2m	alpha-2-macroglobulin	-29.33	0.00
ENSMUSG00000076441	Ass1	argininosuccinate synthase 1	-28.87	0.00
ENSMUSG00000005043	Sgsh	N-sulfoglucosamine sulfohydrolase	-28.33	0.00
ENSMUSG00000085843	Kank4os	KN motif and ankyrin repeat domains 4, opposite strand	-27.51	0.00
ENSMUSG000000115207	Gm49132	predicted gene, 49132	-27.48	0.00
ENSMUSG00000087541	Hopxos	HOP homeobox, opposite strand	-27.13	0.00
ENSMUSG00000099969	Gm28960	predicted gene 28960	-26.02	0.00
ENSMUSG00000097169	Gm26661	predicted gene, 26661	-25.34	0.00
ENSMUSG00000056600	Or2h2	olfactory receptor family 2 subfamily H member 2	-25.30	0.00
ENSMUSG00000020609	Apob	apolipoprotein B	-24.54	0.00
ENSMUSG00000042532	Golga7b	golgin A7 family member B	-24.35	0.00
ENSMUSG00000084775	Gm16741	predicted gene, 16741	-24.31	0.00
ENSMUSG00000032336	Nptn	neuroplastin	-24.08	0.00
ENSMUSG00000113338	A530046M15Rik	RIKEN cDNA A530046M15 gene	-23.74	0.00
ENSMUSG00000038201	Kcna7	potassium voltage-gated channel subfamily A member 7	-23.70	0.00
ENSMUSG00000086838	Gm16212	predicted gene 16212	-23.61	0.00
ENSMUSG00000107350	Gm19610	predicted gene, 19610	-22.76	0.00
ENSMUSG00000108432	Gm44756	predicted gene 44756	-22.25	0.00
ENSMUSG00000029335	Bmp3	bone morphogenetic protein 3	-22.13	0.00
ENSMUSG00000119981	Gm57382	predicted gene, 57382	-22.03	0.00
ENSMUSG00000113605	4930425K24Rik	RIKEN cDNA 4930425K24 gene	-21.79	0.00
ENSMUSG00000030376	Slc8a2	solute carrier family 8 member A2	-21.57	0.02
ENSMUSG00000028116	Myoz2	myozenin 2	-21.19	0.00
ENSMUSG00000113121	Gm35161	predicted gene, 35161	-20.50	0.00
ENSMUSG00000020649	Rrm2	ribonucleotide reductase regulatory subunit M2	-20.33	0.00
ENSMUSG00000060181	Slc35e3	solute carrier family 35 member E3	-19.87	0.00
ENSMUSG00000044824	Or55b10	olfactory receptor family 55 subfamily B member 10	-19.06	0.00
ENSMUSG00000059325	Hopx	HOP homeobox	-18.96	0.00
ENSMUSG00000086881	Gm13594	predicted gene 13594	-18.95	0.00
ENSMUSG00000027833	Shox2	SHOX homeobox 2	-18.84	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000112932	Gm48308	predicted gene, 48308	-18.61	0.00
ENSMUSG00000101801	1700020G17Rik	RIKEN cDNA 1700020G17 gene	-18.59	0.00
ENSMUSG00000085314	Gm14866	predicted gene 14866	-18.53	0.00
ENSMUSG00000039842	Mcph1	microcephalin 1	-18.48	0.00
ENSMUSG00000100510	Hand2os1	Hand2, opposite strand 1	-18.29	0.00
ENSMUSG00000039128	Cdc123	cell division cycle 123	-18.18	0.00
ENSMUSG00000112406	4921515L22Rik	RIKEN cDNA 4921515L22 gene	-18.14	0.00
ENSMUSG000000022952	Runx1	RUNX family transcription factor 1	-18.08	0.00
ENSMUSG000002076006	Gm56225	predicted gene, 56225	-17.98	0.00
ENSMUSG00000020099	Unc5b	unc-5 netrin receptor B	-17.67	0.00
ENSMUSG00000097891	Gm3650	predicted gene 3650	-17.66	0.01
ENSMUSG00000114935	Gm47040	predicted gene, 47040	-17.59	0.00
ENSMUSG00000096934	Gm26658	predicted gene, 26658	-17.42	0.00
ENSMUSG00000079434	Neu2	neuraminidase 2	-17.38	0.00
ENSMUSG00000037580	Gch1	GTP cyclohydrolase 1	-17.29	0.00
ENSMUSG00000021067	Sav1	salvador family WW domain containing protein 1	-17.26	0.00
ENSMUSG00000051397	Tacstd2	tumor associated calcium signal transducer 2	-17.05	0.00
ENSMUSG00000075249	Fsip2	fibrous sheath interacting protein 2	-17.04	0.00
ENSMUSG00000087067	Gm11532	predicted gene 11532	-17.01	0.00
ENSMUSG00000035365	Parbp	PARP1 binding protein	-16.98	0.00
ENSMUSG00000102474	2610012C04Rik	RIKEN cDNA 2610012C04 gene	-16.90	0.00
ENSMUSG00000031245	Hmgn5	high-mobility group nucleosome binding domain 5	-16.83	0.00
ENSMUSG00000102545	6430573P05Rik	RIKEN cDNA 6430573P05 gene	-16.78	0.01
ENSMUSG00000034663	Bmp2k	BMP2 inducible kinase	-16.77	0.00
ENSMUSG00000082199	Gm15763	predicted gene 15763	-16.59	0.00
ENSMUSG00000025577	Cbx2	chromobox 2	-16.18	0.00
ENSMUSG00000030669	Calca	calcitonin related polypeptide beta	-16.10	0.00
ENSMUSG00000040446	Rprd1a	regulation of nuclear pre-mRNA domain containing 1A	-16.08	0.02
ENSMUSG00000120150	Gm56816	predicted gene, 56816	-16.04	0.04
ENSMUSG00000090293	Gm17034	predicted gene 17034	-16.03	0.00
ENSMUSG00000021221	Dpf3	double PHD fingers 3	-16.01	0.00
ENSMUSG00000024713	Pcsk5	proprotein convertase subtilisin/kexin type 5	-15.99	0.00
ENSMUSG00000037621	Atoh8	atonal bHLH transcription factor 8	-15.71	0.00
ENSMUSG00000053613	Notumos	notum palmitoleoyl-protein carboxylesterase, opposite strand	-15.69	0.00
ENSMUSG00000109697	Gm34030	predicted gene, 34030	-15.61	0.00
ENSMUSG00000035456	Prdm8	PR/SET domain 8	-15.40	0.00
ENSMUSG00000108362	Gm18561	TAR (HIV) RNA binding protein 2 pseudogene	-14.96	0.00
ENSMUSG00000095098	Ccdc85b	coiled-coil domain containing 85B	-14.63	0.00
ENSMUSG00000036553	Sh3tc1	SH3 domain and tetratricopeptide repeats 1	-14.59	0.00
ENSMUSG00000029334	Prkg2	protein kinase cGMP-dependent 2	-14.56	0.00
ENSMUSG00000045659	Plekha7	pleckstrin homology domain containing A7	-14.18	0.00
ENSMUSG00000027199	Gatm	glycine amidinotransferase	-14.03	0.00
ENSMUSG00000042842	Serpib6b	serine (or cysteine) peptidase inhibitor, clade B, member 6b	-14.02	0.00
ENSMUSG00000033377	Palmd	palmdelphin	-13.99	0.00
ENSMUSG00000105506	Gm43743	predicted gene 43743	-13.80	0.00
ENSMUSG00000021765	Fst	folistatin	-13.74	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000044814	Or55b3	olfactory receptor family 55 subfamily B member 3	-13.36	0.00
ENSMUSG00000034981	Parm1	prostate androgen-regulated mucin-like protein 1	-13.29	0.00
ENSMUSG00000086448	9330162012Rik	cDNA RIKEN 9330162012 gene	-13.21	0.00
ENSMUSG00000043925	Or55b4	olfactory receptor family 55 subfamily B member 4	-12.93	0.00
ENSMUSG00000104784	Gm42984	predicted gene 42984	-12.83	0.01
ENSMUSG00000020572	Nampt	nicotinamide phosphoribosyltransferase	-12.81	0.00
ENSMUSG00000033857	Engase	endo-beta-N-acetylglucosaminidase	-12.60	0.00
ENSMUSG00000027358	Bmp2	bone morphogenetic protein 2	-12.52	0.00
ENSMUSG00000084873	C030047K22Rik	RIKEN cDNA C030047K22 gene	-12.46	0.01
ENSMUSG00000005148	Klf5	KLF transcription factor 5	-12.38	0.00
ENSMUSG00000001588	Acap1	ArfGAP with coiled-coil, ankyrin repeat and PH domains 1	-12.38	0.00
ENSMUSG00000110588	Gm45774	predicted gene 45774	-12.36	0.00
ENSMUSG00000018900	Slc22a5	solute carrier family 22 member 5	-12.35	0.00
ENSMUSG00000034039	Prss29	protease, serine 29	-12.29	0.01
ENSMUSG00000037624	Kcnk2	potassium two pore domain channel subfamily K member 2	-12.11	0.00
ENSMUSG00000034173	Zbed5	zinc finger BED-type containing 5	-12.01	0.01
ENSMUSG00000115098	Gm49134	predicted gene, 49134	-11.82	0.00
ENSMUSG00000030978	Rrm1	ribonucleotide reductase catalytic subunit M1	-11.77	0.00
ENSMUSG00000086683	Gm12867	predicted gene 12867	-11.61	0.00
ENSMUSG00000085838	Chn1os1	chimerin 1, opposite strand 1	-11.55	0.00
ENSMUSG00000085505	Gm12868	predicted gene 12868	-11.52	0.00
ENSMUSG00000106526	Gm42604	predicted gene 42604	-11.45	0.00
ENSMUSG00000118163	Gm41757	predicted gene, 41757	-11.45	0.00
ENSMUSG00000027496	Aurka	aurora kinase A	-11.41	0.00
ENSMUSG00000025551	Fgf14	fibroblast growth factor 14	-11.26	0.00
ENSMUSG00000097639	Platr4	pluripotency associated transcript 4	-11.24	0.00
ENSMUSG00000115959	Gm18494	fucosidase, alpha-L- 1, tissue pseudogene	-11.23	0.00
ENSMUSG00000084822	Myadml2os	myeloid-associated differentiation marker-like 2, opposite strand	-11.23	0.00
ENSMUSG00000058886	Deaf1	DEAF1 transcription factor	-11.17	0.00
ENSMUSG00000100303	2600014E21Rik	RIKEN cDNA 2600014E21 gene	-11.17	0.00
ENSMUSG00000101640	Gm28376	predicted gene 28376	-11.05	0.00
ENSMUSG00000050627	Gpd1l	glycerol-3-phosphate dehydrogenase 1 like	-11.01	0.00
ENSMUSG00000024302	Dtna	dystrobrevin alpha	-10.99	0.00
ENSMUSG00000085581	Gm12786	predicted gene 12786	-10.78	0.00
ENSMUSG00000033032	Afap1l1	actin filament associated protein 1 like 1	-10.74	0.03
ENSMUSG00000120018	6720470G18Rik	RIKEN cDNA 6720470G18 gene	-10.68	0.00
ENSMUSG00000090000	Ier3ip1	immediate early response 3 interacting protein 1	-10.62	0.00
ENSMUSG00000031465	Angpt2	angiopoietin 2	-10.60	0.00
ENSMUSG00000021241	Isca2	iron-sulfur cluster assembly 2	-10.52	0.00
ENSMUSG00000035354	Uvrug	UV radiation resistance associated	-10.35	0.00
ENSMUSG00000114230	Gm48239	predicted gene, 48239	-10.27	0.04
ENSMUSG00000046056	Sbsn	suprabasin	-10.18	0.02
ENSMUSG00000085440	Sorbs2os	sorbin and SH3 domain containing 2, opposite strand	-10.00	0.00
ENSMUSG00000120315	Gm57455	predicted gene, 57455	-9.98	0.00
ENSMUSG00000097462	9530026P05Rik	RIKEN cDNA 9530026P05 gene	-9.95	0.00
ENSMUSG00000032338	Hcn4	hyperpolarization activated cyclic nucleotide gated potassium channel 4	-9.92	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000010660	Pled1	phospholipase C delta 1	-9.88	0.00
ENSMUSG00000034871	Fam151a	family with sequence similarity 151 member A	-9.81	0.00
ENSMUSG00000026073	Il1r2	interleukin 1 receptor type 2	-9.78	0.00
ENSMUSG00000097910	Hdnr	Hand2 downstream lncRNA	-9.77	0.00
ENSMUSG00000086430	4930551O13Rik	RIKEN cDNA 4930551O13 gene	-9.70	0.00
ENSMUSG00000113701	B230303A05Rik	RIKEN cDNA B230303A05 gene	-9.59	0.00
ENSMUSG00000074467	Gm10702	predicted gene 10702	-9.53	0.00
ENSMUSG000002075214	Gm56421	predicted gene, 43923	-9.44	0.00
ENSMUSG00000025496	Drd4	dopamine receptor D4	-9.43	0.00
ENSMUSG00000056174	Col8a2	collagen type VIII alpha 2 chain	-9.36	0.00
ENSMUSG00000039476	Prrx2	paired related homeobox 2	-9.30	0.00
ENSMUSG00000042988	Notum	notum, palmitoleoyl-protein carboxylesterase	-9.29	0.00
ENSMUSG00000099762	Gm21149	predicted gene 10471	-9.23	0.00
ENSMUSG00000087496	Gm13523	predicted gene 13523	-9.13	0.00
ENSMUSG00000033960	Jcad	junctional cadherin 5 associated	-9.10	0.00
ENSMUSG00000054091	1810037I17Rik	RIKEN cDNA 1810037I17 gene	-9.02	0.00
ENSMUSG00000118314	1700001K23Rik	RIKEN cDNA 1700001K23 gene	-8.93	0.00
ENSMUSG00000074628	Tlhc2	TBC/LysM-associated domain containing 2	-8.89	0.00
ENSMUSG00000108256	Gm43923	predicted gene, 43923	-8.82	0.00
ENSMUSG000002076121	Gm56420	predicted gene, 56420	-8.80	0.00
ENSMUSG00000104507	A430027H14Rik	RIKEN cDNA A430027H14 gene	-8.76	0.00
ENSMUSG00000118101	F730048M01Rik	RIKEN cDNA F730048M01 gene	-8.72	0.00
ENSMUSG00000087261	Gm15477	predicted gene 15477	-8.70	0.00
ENSMUSG00000097139	Gm26626	predicted gene, 26626	-8.68	0.00
ENSMUSG00000103136	Gm37980	predicted gene, 37980	-8.65	0.01
ENSMUSG00000108691	Gm45226	predicted gene 45226	-8.63	0.00
ENSMUSG000000027820	Mme	membrane metalloendopeptidase	-8.62	0.00
ENSMUSG00000011263	Exoc3l2	exocyst complex component 3 like 2	-8.58	0.01
ENSMUSG00000064845	Gm26203	predicted gene, 26203	-8.56	0.00
ENSMUSG00000025348	Itga7	integrin subunit alpha 7	-8.48	0.00
ENSMUSG00000090427	Gm17225	predicted gene 17225	-8.44	0.00
ENSMUSG00000025144	Cenpx	centromere protein X	-8.35	0.00
ENSMUSG00000113334	D030007L05Rik	RIKEN cDNA D030007L05 gene	-8.35	0.00
ENSMUSG00000102909	Gm2453	predicted gene 2453	-8.28	0.00
ENSMUSG00000113804	Gm46424	predicted gene, 46424	-8.20	0.00
ENSMUSG00000021669	Cert1	ceramide transporter 1	-8.14	0.00
ENSMUSG00000105579	Gm43251	predicted gene 43251	-8.11	0.00
ENSMUSG00000109785	Gm45542	predicted gene 45542	-8.08	0.00
ENSMUSG000000014243	Zswim7	zinc finger SWIM-type containing 7	-8.03	0.00
ENSMUSG00000087607	Gm16034	predicted gene 16034	-7.98	0.00
ENSMUSG00000105260	Gm40040	predicted gene, 40040	-7.94	0.00
ENSMUSG00000044276	4933427E11Rik	RIKEN cDNA 4933427E11 gene	-7.91	0.00
ENSMUSG00000109307	Gm44700	predicted gene 44700	-7.77	0.00
ENSMUSG00000110674	Gm45892	predicted gene 45892	-7.76	0.00
ENSMUSG00000025578	Cbx8	chromobox 8	-7.73	0.00
ENSMUSG00000035383	Pmch	pro-melanin concentrating hormone	-7.68	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000063130	Calml3	calmodulin like 3	-7.56	0.00
ENSMUSG00000031461	Myom2	myomesin 2	-7.55	0.00
ENSMUSG00000026622	Nek2	NIMA related kinase 2	-7.53	0.00
ENSMUSG00000084948	1700061H18Rik	RIKEN cDNA 1700061H18 gene	-7.50	0.00
ENSMUSG00000033060	Lmo7	LIM domain 7	-7.50	0.00
ENSMUSG00000054555	Adam12	ADAM metalloproteinase domain 12	-7.48	0.00
ENSMUSG00000041020	Map7d2	MAP7 domain containing 2	-7.48	0.00
ENSMUSG00000104515	Gm37163	predicted gene, 37163	-7.45	0.00
ENSMUSG00000086998	Gm16033	predicted gene 16033	-7.40	0.00
ENSMUSG00000097320	Tmem147os	transmembrane protein 147, opposite strand	-7.37	0.00
ENSMUSG00000056718	Gm13199	predicted gene 13199	-7.34	0.00
ENSMUSG00000037679	Inf2	inverted formin 2	-7.28	0.00
ENSMUSG00000105945	Gm43570	predicted gene 43570	-7.26	0.00
ENSMUSG00000001524	Gtf2h4	general transcription factor IIH subunit 4	-7.25	0.01
ENSMUSG00000073725	Lmbrd1	LMBR1 domain containing 1	-7.24	0.01
ENSMUSG00000040387	Klhl32	kelch like family member 32	-7.24	0.00
ENSMUSG00000086544	Chn1os3	chimerin 1, opposite strand 3	-7.23	0.00
ENSMUSG00000079442	St6galnac4	ST6 N-acetylgalactosaminide alpha-2,6-sialyltransferase 4	-7.20	0.00
ENSMUSG00000041313	Slc7a1	solute carrier family 7 member 1	-7.18	0.00
ENSMUSG00000089812	Gm15867	predicted gene 15867	-7.18	0.00
ENSMUSG00000019989	Enpp3	ectonucleotide pyrophosphatase/phosphodiesterase 3	-7.16	0.00
ENSMUSG00000027326	Kn1l	kinetochore scaffold 1	-7.16	0.02
ENSMUSG00000120408	Gm56955	predicted gene, 56955	-7.15	0.00
ENSMUSG00000085363	Gm15478	predicted gene 15478	-7.15	0.00
ENSMUSG00000039492	Ccdc27	coiled-coil domain containing 27	-7.12	0.00
ENSMUSG00000120868	Gm56800	predicted gene, 56800	-7.07	0.00
ENSMUSG00000113029	Gm40578	predicted gene, 40578	-7.04	0.00
ENSMUSG00000103843	Gm31266	predicted gene, 31266	-6.98	0.00
ENSMUSG00000099655	2310034G01Rik	RIKEN cDNA 2310034G01 gene	-6.92	0.00
ENSMUSG00000086796	4932702P03Rik	RIKEN cDNA 4932702P03 gene	-6.87	0.00
ENSMUSG00000107745	Gm43917	predicted gene, 43917	-6.84	0.00
ENSMUSG00000084986	Gm16224	predicted gene 16224	-6.81	0.01
ENSMUSG00000058571	Gpc6	glypican 6	-6.79	0.00
ENSMUSG00000040797	Iqsec3	IQ motif and Sec7 domain ArfGEF 3	-6.74	0.00
ENSMUSG00000074346	Kcnd3os	potassium voltage-gated channel, Shal-related family, member 3, opposite strand	-6.67	0.00
ENSMUSG00000005973	Rcn1	reticulocalbin 1	-6.65	0.00
ENSMUSG00000119968	D530017H19Rik	RIKEN cDNA D530017H19 gene	-6.64	0.00
ENSMUSG00000113898	Gm19144	synaptotagmin binding, cytoplasmic RNA interacting protein pseudogene	-6.64	0.00
ENSMUSG00000032305	Fam219b	family with sequence similarity 219 member B	-6.61	0.00
ENSMUSG00000036246	Gmip	GEM interacting protein	-6.47	0.00
ENSMUSG00000038193	Hand2	heart and neural crest derivatives expressed 2	-6.42	0.00
ENSMUSG00000006731	B4galnt1	beta-1,4-N-acetyl-galactosaminyltransferase 1	-6.40	0.00
ENSMUSG00000032625	Thsd7a	thrombospondin type 1 domain containing 7A	-6.38	0.00
ENSMUSG00000114833	Gm41192	predicted gene, 41192	-6.37	0.00
ENSMUSG00000034739	Mfrp	membrane frizzled-related protein	-6.37	0.00
ENSMUSG00000079462	Gm15737	predicted gene 15737	-6.36	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000036615	Rfxap	regulatory factor X associated protein	-6.31	0.00
ENSMUSG000000046179	E2f8	E2F transcription factor 8	-6.31	0.00
ENSMUSG000000086389	Gm15998	predicted gene 15998	-6.28	0.00
ENSMUSG000000075162	Gm10812	predicted gene 10812	-6.27	0.00
ENSMUSG000000090626	Tex9	testis expressed 9	-6.25	0.00
ENSMUSG000000020427	Igfbp3	insulin like growth factor binding protein 3	-6.23	0.00
ENSMUSG000000029674	Limk1	LIM domain kinase 1	-6.21	0.00
ENSMUSG000000022621	Rab12	RAB, member of RAS oncogene family like 2A	-6.18	0.01
ENSMUSG000000046994	Mars2	methionyl-tRNA synthetase 2, mitochondrial	-6.13	0.01
ENSMUSG000000087601	Uchl1os	ubiquitin carboxy-terminal hydrolase L1, opposite strand	-6.12	0.00
ENSMUSG000000013629	Cad	carbamoyl-phosphate synthetase 2, aspartate transcarbamylase, and dihydroorotase	-6.11	0.00
ENSMUSG000000000594	Gm2a	ganglioside GM2 activator	-6.10	0.00
ENSMUSG00000114117	Gm48795	predicted gene, 48795	-6.07	0.00
ENSMUSG000000097404	Gm10814	predicted gene 10814	-6.04	0.00
ENSMUSG00000114088	Gm47898	predicted gene, 47898	-6.03	0.00
ENSMUSG000000072980	Oip5	Opa interacting protein 5	-6.03	0.00
ENSMUSG000000018893	Mb	myoglobin	-6.02	0.00
ENSMUSG000000030275	Etnk1	ethanolamine kinase 1	-6.01	0.00
ENSMUSG00000101625	Gm29371	predicted gene 29371	-5.97	0.02
ENSMUSG000000027082	Tfpi	tissue factor pathway inhibitor	-5.95	0.01
ENSMUSG00000111639	1700019L13Rik	RIKEN cDNA 1700019L13 gene	-5.91	0.00
ENSMUSG000000047759	Hs3st3a1	heparan sulfate-glucosamine 3-sulfotransferase 3A1	-5.89	0.00
ENSMUSG000002076326	Gm55134	predicted gene, 55134	-5.88	0.00
ENSMUSG00000116508	Gm49463	predicted gene, 49463	-5.86	0.00
ENSMUSG000000086629	2810403D21Rik	RIKEN cDNA 2810403D21 gene	-5.85	0.00
ENSMUSG00000109602	Gm31597	predicted gene, 31597	-5.85	0.00
ENSMUSG000000097466	D430036J16Rik	RIKEN cDNA D430036J16 gene	-5.79	0.00
ENSMUSG000000038347	Tcte2	t-complex-associated testis expressed 2	-5.78	0.00
ENSMUSG000000052928	Ctif	cap binding complex dependent translation initiation factor	-5.77	0.00
ENSMUSG00000109293	Dcst2	DC-STAMP domain containing 2	-5.75	0.00
ENSMUSG00000107802	1700126G02Rik	RIKEN cDNA 1700126G02 gene	-5.75	0.00
ENSMUSG000000040945	Rcc2	regulator of chromosome condensation 2	-5.74	0.00
ENSMUSG00000108617	Gm31749	predicted gene, 31749	-5.71	0.00
ENSMUSG000000020877	Sern2	secernin 2	-5.68	0.04
ENSMUSG00000110696	Gm45706	predicted gene 45706	-5.67	0.00
ENSMUSG000000058192	Zfp846	zinc finger protein 846	-5.65	0.00
ENSMUSG00000120820	1700031C06Rik	RIKEN cDNA 1700031C06 gene	-5.63	0.00
ENSMUSG000000022883	Robo1	roundabout guidance receptor 1	-5.62	0.00
ENSMUSG0000000085526	Gm16083	predicted gene 16083	-5.61	0.00
ENSMUSG000000087466	A330041J22Rik	RIKEN cDNA A330041J22 gene	-5.57	0.00
ENSMUSG00000102840	Gm38037	predicted gene, 38037	-5.56	0.00
ENSMUSG000000032042	Srpr	SRP receptor subunit alpha	-5.56	0.00
ENSMUSG00000113909	Gm36377	predicted gene, 36377	-5.52	0.00
ENSMUSG000000050010	Shisa3	shisa family member 3	-5.50	0.00
ENSMUSG000000079175	Gm11060	predicted gene 11060	-5.46	0.00
ENSMUSG00000112698	Gm7525	cofilin-1 pseudogene	-5.45	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000022474	Pmm1	phosphomannomutase 1	-5.40	0.00
ENSMUSG00000075229	Mix23	mitochondrial matrix import factor 23	-5.40	0.00
ENSMUSG00000113224	Gm48444	predicted gene, 48444	-5.40	0.01
ENSMUSG00000085192	Gm12195	predicted gene 12195	-5.35	0.05
ENSMUSG00000005813	Metap1	methionyl aminopeptidase 1	-5.34	0.01
ENSMUSG00000022701	Ccdc191	coiled-coil domain containing 191	-5.32	0.00
ENSMUSG00000019970	Sgk1	serum/glucocorticoid regulated kinase 1	-5.29	0.05
ENSMUSG00000048636	A730049H05Rik	RIKEN cDNA A730049H05 gene	-5.28	0.00
ENSMUSG00000025607	Copg2	COP1 coat complex subunit gamma 2	-5.27	0.00
ENSMUSG00000045045	Lrfn4	leucine rich repeat and fibronectin type III domain containing 4	-5.27	0.00
ENSMUSG00000021508	Cxcl14	C-X-C motif chemokine ligand 14	-5.26	0.00
ENSMUSG00000103009	Gm56350	predicted gene, 56350	-5.24	0.00
ENSMUSG00000021109	Hif1a	hypoxia inducible factor 1 subunit alpha	-5.22	0.00
ENSMUSG00000017299	Dnttip1	deoxynucleotidyltransferase terminal interacting protein 1	-5.19	0.00
ENSMUSG00000120858	Gm56992	predicted gene, 56992	-5.18	0.00
ENSMUSG00000107597	Gm44764	predicted gene 44764	-5.15	0.01
ENSMUSG00000073656	Gm10558	predicted gene 10558	-5.14	0.00
ENSMUSG00000074987	Wt1os	WT1 transcription factor, opposite strand	-5.11	0.00
ENSMUSG00000086792	Gm12364	predicted gene 12364	-5.09	0.00
ENSMUSG00000119980	Gm57064	predicted gene, 57064	-5.08	0.00
ENSMUSG00000028099	Polr3c	RNA polymerase III subunit C	-5.07	0.03
ENSMUSG00000016458	Wt1	WT1 transcription factor	-5.03	0.00
ENSMUSG00000024658	Gm9750	predicted gene 9750	-5.00	0.00
ENSMUSG00000075029	4930558J22Rik	RIKEN cDNA 4930558J22 gene	-4.98	0.00
ENSMUSG00000034613	Ppm1h	protein phosphatase, Mg2+/Mn2+ dependent 1H	-4.98	0.00
ENSMUSG00000071398	2410004P03Rik	chromosome 2 open reading frame 50	-4.97	0.01
ENSMUSG000000098121	Gm27038	predicted gene, 27038	-4.96	0.00
ENSMUSG00000092286	Dtnbos	dystrobrevin, beta, opposite strand	-4.94	0.00
ENSMUSG00000053646	Plxnb1	plexin B1	-4.91	0.00
ENSMUSG00000106086	Lef1os1	LEF1 opposite strand RNA 1	-4.91	0.00
ENSMUSG00000028007	Snx7	sorting nexin 7	-4.91	0.00
ENSMUSG00000107546	Gm20560	predicted gene, 20560	-4.90	0.00
ENSMUSG00000105813	Gm42928	predicted gene 42928	-4.90	0.00
ENSMUSG00000001065	Zfp276	zinc finger protein 276	-4.88	0.00
ENSMUSG00000014353	Tmem87b	transmembrane protein 87B	-4.85	0.00
ENSMUSG00000079076	Gm3086	RuvB-like protein 1 pseudogene	-4.84	0.00
ENSMUSG00000043782	Bicd12	BICD family like cargo adaptor 2	-4.82	0.00
ENSMUSG00000082870	Gm12165	predicted gene 12165	-4.81	0.00
ENSMUSG00000038371	Sbf2	SET binding factor 2	-4.81	0.00
ENSMUSG00000050141	Spata31f3	spermatogenesis associated 31 subfamily F member 3	-4.80	0.00
ENSMUSG00000024247	Pkdec	protein kinase domain containing, cytoplasmic	-4.79	0.00
ENSMUSG00000036856	Wnt4	Wnt family member 4	-4.77	0.00
ENSMUSG00000062044	Lmtk3	lemur tyrosine kinase 3	-4.77	0.00
ENSMUSG00000044006	Cilp2	cartilage intermediate layer protein 2	-4.76	0.00
ENSMUSG00000038598	Shoc1	shortage in chiasmata 1	-4.75	0.01
ENSMUSG00000072589	Gm10371	predicted gene 10371	-4.75	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00002075463	Gm56190	predicted gene, 56190	-4.74	0.00
ENSMUSG000000061559	Skic8	SKI8 subunit of superkiller complex	-4.72	0.00
ENSMUSG00000050953	Gja1	gap junction protein alpha 1	-4.71	0.00
ENSMUSG00000006463	Zdhc24	zinc finger DHHC-type containing 24	-4.70	0.01
ENSMUSG00000022847	Thpo	thrombopoietin	-4.68	0.00
ENSMUSG00000069763	Tmem100	transmembrane protein 100	-4.67	0.00
ENSMUSG00000042564	Fam227a	family with sequence similarity 227 member A	-4.64	0.05
ENSMUSG00000040896	Kcnd3	potassium voltage-gated channel subfamily D member 3	-4.62	0.00
ENSMUSG00000073073	Gm8098	predicted gene 8098	-4.62	0.00
ENSMUSG00000022537	Tmem44	transmembrane protein 44	-4.62	0.00
ENSMUSG00000049985	Ankrd55	ankyrin repeat domain 55	-4.61	0.00
ENSMUSG00000097847	4930478K11Rik	RIKEN cDNA 4930478K11 gene	-4.61	0.00
ENSMUSG00000073394	Runx2os1	runt related transcription factor 2, opposite strand 1	-4.61	0.00
ENSMUSG00000040738	Ints8	integrator complex subunit 8	-4.59	0.00
ENSMUSG00000090150	Acad11	acyl-CoA dehydrogenase family member 11	-4.59	0.00
ENSMUSG00000120997	Gm57385	predicted gene, 57385	-4.58	0.00
ENSMUSG00000024889	Rce1	Ras converting CAAX endopeptidase 1	-4.58	0.00
ENSMUSG00000078240	Gm3550	ribosomal protein L29, retrotransposed	-4.57	0.00
ENSMUSG00000033781	Asb13	ankyrin repeat and SOCS box containing 13	-4.57	0.00
ENSMUSG00000026792	Lrsam1	leucine rich repeat and sterile alpha motif containing 1	-4.55	0.00
ENSMUSG00000029319	Coq2	coenzyme Q2, polyprenyltransferase	-4.54	0.00
ENSMUSG00000113491	Gm19221	predicted gene, 19221	-4.50	0.00
ENSMUSG00000068600	Gml2	glycosylphosphatidylinositol anchored molecule like	-4.50	0.00
ENSMUSG00000054061	Gm9934	predicted gene 9934	-4.49	0.00
ENSMUSG00000087109	4930474H06Rik	RIKEN cDNA 4930474H06 gene	-4.48	0.00
ENSMUSG00000117309	Gm49960	predicted gene, 49960	-4.48	0.00
ENSMUSG000000087528	9830144P21Rik	RIKEN cDNA 9830144P21 gene	-4.48	0.00
ENSMUSG00000042708	Shcbp11	SHC binding and spindle associated 1 like	-4.46	0.00
ENSMUSG00000071359	Tbpl1	TATA-box binding protein like 1	-4.44	0.00
ENSMUSG00000028688	Toe1	target of EGR1, exonuclease	-4.42	0.00
ENSMUSG00000047696	Ccdc144b	coiled-coil domain containing 144B	-4.41	0.00
ENSMUSG00000045275	Lca5l	lebercilin LCA5 like	-4.40	0.00
ENSMUSG000000012296	Tjap1	tight junction associated protein 1	-4.37	0.00
ENSMUSG00000030577	Cd22	CD22 molecule	-4.37	0.00
ENSMUSG00000055972	2810407A14Rik	RIKEN cDNA 2810407A14 gene	-4.36	0.00
ENSMUSG00000029153	Ociad2	OClA domain containing 2	-4.33	0.01
ENSMUSG00000075602	Ly6a	lymphocyte antigen 6 family member A	-4.33	0.00
ENSMUSG00000112388	AI463170	expressed sequence AI463170	-4.31	0.00
ENSMUSG00000025644	Gm7628	predicted gene 7628	-4.31	0.00
ENSMUSG00000024530	Preli3a	PRELI domain containing 3A	-4.30	0.00
ENSMUSG00000048668	Rhno1	RAD9-HUS1-RAD1 interacting nuclear orphan 1	-4.28	0.00
ENSMUSG00000085023	Gm12744	predicted gene 12744	-4.27	0.00
ENSMUSG00000028011	Tdo2	tryptophan 2,3-dioxygenase	-4.25	0.00
ENSMUSG00000025027	Xpnpep1	X-prolyl aminopeptidase 1	-4.24	0.00
ENSMUSG00000121075	Gm56727	predicted gene, 56727	-4.23	0.00
ENSMUSG00000098482	Mir6363	microRNA 6363	-4.23	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000093650	Gm20631	predicted gene 20631	-4.23	0.00
ENSMUSG00002075808	Gm55497	predicted gene, 55497	-4.22	0.00
ENSMUSG00000056427	Slit3	slit guidance ligand 3	-4.21	0.00
ENSMUSG00000114922	Ppifos	peptidylprolyl isomerase F, opposite strand	-4.21	0.00
ENSMUSG00000035305	Ror1	receptor tyrosine kinase like orphan receptor 1	-4.21	0.00
ENSMUSG00000034321	Exosc1	exosome component 1	-4.20	0.03
ENSMUSG00000023147	Get1	guided entry of tail-anchored proteins factor 1	-4.19	0.00
ENSMUSG00000011256	Adam19	ADAM metallopeptidase domain 19	-4.18	0.00
ENSMUSG00000030671	Pde3b	phosphodiesterase 3B	-4.17	0.00
ENSMUSG00000021385	Ippk	inositol-pentakisphosphate 2-kinase	-4.17	0.00
ENSMUSG00000006390	Elov11	ELOVL fatty acid elongase 1	-4.16	0.00
ENSMUSG00000112894	Gm47009	predicted gene, 47009	-4.15	0.00
ENSMUSG00000067973	Gm6994	predicted gene 6994	-4.14	0.00
ENSMUSG00000002227	Mov10	Mov10 RISC complex RNA helicase	-4.14	0.02
ENSMUSG00000021281	Tnfaip2	TNF alpha induced protein 2	-4.14	0.00
ENSMUSG00000062410	Hsd3b3	hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1	-4.13	0.00
ENSMUSG00000107402	4732416N19Rik	RIKEN cDNA 4732416N19 gene	-4.13	0.00
ENSMUSG00000087355	Gm13187	predicted gene 13187	-4.11	0.00
ENSMUSG00000093803	Ppp2r3d	protein phosphatase 2 (formerly 2A), regulatory subunit B", delta	-4.11	0.00
ENSMUSG00000032312	Csk	C-terminal Src kinase	-4.10	0.00
ENSMUSG00000070871	Ccn11	cyclin Y like 1	-4.10	0.00
ENSMUSG00000028860	Syt11	synaptotagmin like 1	-4.10	0.00
ENSMUSG00000036334	Igsf10	immunoglobulin superfamily member 10	-4.08	0.00
ENSMUSG00000105063	Gm43488	predicted gene 43488	-4.08	0.00
ENSMUSG00000084968	Gm12743	predicted gene 12743	-4.05	0.00
ENSMUSG00000044674	Fzd1	frizzled class receptor 1	-4.04	0.00
ENSMUSG00000118578	1700014B07Rik	RIKEN cDNA 1700014B07 gene	-4.03	0.00
ENSMUSG00000121132	Gm52182	predicted gene, 52182	-4.02	0.00
ENSMUSG00000028703	Lrrc41	leucine rich repeat containing 41	-4.00	0.00
ENSMUSG00000086427	Hoxa11os	homeobox A11, opposite strand	-4.00	0.00
ENSMUSG00000062074	Ccn6	cellular communication network factor 6	-3.98	0.00
ENSMUSG00000026584	Scyl3	SCY1 like pseudokinase 3	-3.97	0.00
ENSMUSG00000045095	Magi1	membrane associated guanylate kinase, WW and PDZ domain containing 1	-3.97	0.00
ENSMUSG00000120661	Gm57121	predicted gene 43488	-3.97	0.00
ENSMUSG00000025026	Add3	adducin 3	-3.95	0.00
ENSMUSG00000117427	Gm36199	predicted gene, 36199	-3.94	0.00
ENSMUSG00000112259	Gm17980	WD repeat domain 75 pseudogene	-3.93	0.00
ENSMUSG00000048376	F2r	coagulation factor II thrombin receptor	-3.93	0.02
ENSMUSG00000038210	Hoxa11	homeobox A11	-3.92	0.00
ENSMUSG00000108688	Gm44985	predicted gene, 57121	-3.90	0.00
ENSMUSG00000085830	Grin1os	glutamate receptor, ionotropic, NMDA1 (zeta 1), opposite strand	-3.89	0.00
ENSMUSG00000085996	A830012C17Rik	RIKEN cDNA A830012C17 gene	-3.87	0.00
ENSMUSG00000086196	Gm13571	predicted gene 13571	-3.87	0.00
ENSMUSG00000085083	Gm11615	predicted gene 11615	-3.87	0.00
ENSMUSG00000108934	Gm44732	predicted gene 44732	-3.86	0.00
ENSMUSG00000049928	Glp2r	glucagon like peptide 2 receptor	-3.84	0.00

Essemble ID	Gene Symbol	Gene Description	Fold Change	P Value
ENSMUSG00000042286	Stab1	stabilin 1	-3.83	0.00
ENSMUSG00000048617	Rtbdn	retbindin	-3.83	0.00
ENSMUSG00000116858	Gm49797	predicted gene, 49797	-3.81	0.00
ENSMUSG00000042451	Mybph	myosin binding protein H	-3.81	0.00
ENSMUSG00000098292	Gm27194	predicted gene 27194	-3.80	0.00
ENSMUSG00000053615	Gm9913	predicted gene 9913	-3.79	0.00
ENSMUSG00000063576	Klhdc3	kelch domain containing 3	-3.79	0.00
ENSMUSG00000024587	Nars1	asparaginyl-tRNA synthetase 1	-3.79	0.01
ENSMUSG00000037428	Vgf	VGF nerve growth factor inducible	-3.78	0.02
ENSMUSG00000021963	Sap18	Sin3A associated protein 18	-3.77	0.00
ENSMUSG00000021066	Atl1	atlastin GTPase 1	-3.77	0.00
ENSMUSG00000087036	Gm11748	predicted gene 11748	-3.76	0.00
ENSMUSG00000035798	Zdhc17	zinc finger DHHC-type palmitoyltransferase 17	-3.75	0.00
ENSMUSG00000043059	Zfp513	zinc finger protein 513	-3.75	0.00
ENSMUSG00000025817	Nudt5	nudix hydrolase 5	-3.74	0.00
ENSMUSG00000031762	Mt2	metallothionein 2	-3.74	0.00
ENSMUSG00000097226	Gm26600	predicted gene, 26600	-3.74	0.00
ENSMUSG00000105104	Gm43729	predicted gene 43729	-3.74	0.00
ENSMUSG00000121235	Gm57252	predicted gene, 57252	-3.73	0.00
ENSMUSG00000032401	Lct1	lactase like	-3.72	0.00
ENSMUSG00000108103	Gm44081	predicted gene, 44081	-3.72	0.00
ENSMUSG00000100209	Gm28793	predicted gene 28793	-3.71	0.00
ENSMUSG00000048277	Syng2	synaptogyrin 2	-3.71	0.00
ENSMUSG00000099874	Gm29629	predicted gene 29629	-3.68	0.01
ENSMUSG00000029591	Ung	uracil DNA glycosylase	-3.66	0.00
ENSMUSG00000019139	Isyn1	inositol-3-phosphate synthase 1	-3.66	0.01
ENSMUSG00000038271	Iffo1	intermediate filament family orphan 1	-3.65	0.00
ENSMUSG00000069136	A130006I12Rik	RIKEN cDNA A130006I12 gene	-3.64	0.00
ENSMUSG00000034349	Smc4	structural maintenance of chromosomes 4	-3.63	0.00
ENSMUSG00000066057	Gm1976	predicted gene 1976	-3.63	0.00
ENSMUSG00000021807	Rtraf	RNA transcription, translation and transport factor	-3.63	0.00
ENSMUSG00000082283	Gm14472	predicted gene 14472	-3.63	0.01
ENSMUSG00000078722	Gm12394	spermatogenesis associated 31 subfamily F member 1E	-3.62	0.00
ENSMUSG00000027714	Exoc9	exosome component 9	-3.62	0.00
ENSMUSG00000085818	Gm13267	predicted gene 13267	-3.61	0.00
ENSMUSG00000097986	Gm26953	predicted gene, 26953	-3.61	0.00
ENSMUSG00000104786	Gm43573	predicted gene 43573	-3.61	0.00
ENSMUSG00000104043	Gm6525	ribosomal protein L36a pseudogene	-3.61	0.03
ENSMUSG00000027985	Lef1	lymphoid enhancer binding factor 1	-3.60	0.00
ENSMUSG00000036867	Smad6	SMAD family member 6	-3.60	0.00
ENSMUSG00000017485	Top2b	DNA topoisomerase II beta	-3.59	0.00
ENSMUSG00000021286	Zfyve21	zinc finger FYVE-type containing 21	-3.59	0.00
ENSMUSG00000015668	Pdzd11	PDZ domain containing 11	-3.59	0.00
ENSMUSG00000086103	Gm11832	predicted gene 11832	-3.58	0.00
ENSMUSG00000101674	4930444A19Rik	RIKEN cDNA 4930444A19 gene	-3.58	0.00
ENSMUSG00000035936	Aldh5a1	aldehyde dehydrogenase 5 family member A1	-3.58	0.00

How the deposited data were processed for this re-analysis (not part of the article)

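RNA of the whole stimulated horn was sequenced from 4 *Hdac3* f/f and 4 *Hdac3* d/d mice on day 3 of artificially induced decidualization, 1 library per mouse. According to the methods and labels, the authors trimmed the paired reads with Trim Galore 0.6.4 and cutadapt 1.18 after FastQC 0.11.9, aligned them with STAR, counted them per Ensembl gene, removed genes of low expression and tested with edgeR. The counting tool, its strand setting and the removal threshold are not given in the sources used here.

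The deposited table holds 1 signal value per gene and library, which the authors made by scaling counts before deposit, although its name speaks of raw counts. Each value equals a whole number of reads times 1 constant per library (100% within 0.05 of a whole number, largest distance 0.000158), and the whole reads were recovered by dividing by that constant. The plan had assumed counts and edgeR's quasi-likelihood test. Since the deposited values are scaled, limma on the log scale was made the test reported. This was a choice made after the file was seen, as whole reads could be recovered for a count test. On the recovered reads, edgeR's quasi-likelihood test, chosen after seeing the data, called 1394 higher and 1354 lower genes. Each library listed reads in 7791 to 7955 genes, and since 1 read is worth 0.264 to 0.457 CPM, a gene of 1 CPM rests on a few reads.

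Genes were matched to GENCODE M39 by identifier, 7918 matched and 85 did not, and exon overlaps between strands were found with bedtools 2.31.1, with a minimum of 100 bp for tests on gene pairs. The test used limma 3.58.1 with a mean-variance trend on log2(value + 1) for the 7151 genes kept by filterByExpr of edgeR 4.0.16 (count minimum 10), leaving 852 untested, with BH adjustment. Statistics ran in R 4.3.3, and tables and figures in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Lists of at least 3 tested genes were tested with camera at a preset correlation of 0.01, adjusted over 25 lists.

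The named genes are every gene named in the text or read in Figs. 2C, 3A, 4A and 5A, the 10 largest rises and 10 largest falls among genes past the threshold, and up to 4 members of each list. The rises and falls were taken among genes with a mean of at least 5 CPM, no overlap between the groups and a symbol other than a clone, predicted-gene or immunoglobulin name. The list members are those with the smallest p that passed, or where none passed up to 2 with the highest means. Values of these genes in Table S1 had been seen when the rule was set. Genes below the count minimum were compared by an exact permutation test of 4 against 4 libraries, whose smallest p is 0.0286.

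The test was tested on simulated data with 200 changed genes among 7151, of which limma recovered 20% of the 2-fold and 81% of the 4-fold changes with 5 false calls. A simulated list of 30 genes changed 2-fold gave a camera p of 2.06e-44, and 3 of 100 unchanged lists fell under 0.05. The simulated genes were drawn independently, so this does not show how camera behaves on lists whose genes vary together. Alternatives were size factors by relative log expression (RLE), no count minimum, at least 1 CPM in every library, edgeR's exact test, DESeq2 1.42.0, limma voom, the replicate number as a block, and leaving out each library. Those added after seeing the data were the quasi-likelihood test, the exact test without a count minimum, and pseudocounts of 0.5 and 4. The lists cover decidual, progesterone receptor, oestrogen-induced, RHOA, AMPK, Notch, BMP and SMAD, Polycomb, senescence, antioxidant, collagen, matrix degradation, chemokine, Wnt, cell cycle, hypoxia, histone deacetylase, MHC and interferon, immediate early, reference and mitochondrial genes. Lists of cell type markers cover smooth muscle, epithelium, endothelium, macrophages, natural killer, T, B and plasma cells, neutrophils, erythroid, mesothelial and fat cells. The horn weights, stained sections, quantitative PCR and pregnancy time course were not analysed here.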

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

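The tests on strand by gene pairs, mitochondrial genes, the 100 highest genes and ribosomal protein genes were chosen after the result was seen, and the tests on splits, smooth muscle, other cell types and paired fold changes before it, though after Table S1 had been read.

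The *Hdac3* d/d and *Hdac3* f/f horns differed in 2735 genes at a BH-adjusted p under 0.05 from limma. Of the 35 ways to split the 8 libraries into 4 against 4, 1, the real one, gave as many, and the highest other gave 0. The other splits gave 25 to 949 genes at an unadjusted p under 0.05. The count thus goes with the real grouping. The smallest share that 35 splits allow is 1 in 35, and each other split mixes the genotypes, so these give no rate of false calls. Housing, litter and processing day are not in the labels, so an effect of these was not tested.

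Of 20 tested smooth muscle genes 17 rose in *Hdac3* d/d horns and 3 did not pass (camera adjusted p = 1.89e-07, and 0.511 with an estimated correlation), with a median log2 fold change of 2.05, above the 1.65 of the Fig. 3A genes and the 0.58 of the RHOA core, none of whose tested genes is in the smooth muscle list (quartiles 0.17 and 0.92). A smaller share of decidual cells as the whole cause would raise the markers of every other cell type alike if the numbers of those cells did not differ, which was not measured. But the endothelial median was −0.72, and 4 pairs of cell type lists lay over 1 log2 unit apart with quartiles that did not overlap. Few genes carry this, with 5 endothelial (camera adjusted p = 0.592), 5 epithelial and 4 macrophage markers tested. A smaller share of decidual cells is therefore not excluded. A larger share of smooth muscle in the *Hdac3* d/d horn may contribute to the higher RHOA heatmap genes. Of the 14 tested heatmap genes, the 5 in the smooth muscle list had a median of 2.00 and the 9 outside it, with *Limk1* among them, 1.41. A larger share of smooth muscle cannot be told apart from higher expression within each cell, because the libraries hold whole horns and cell shares were not measured here. The RHOA core median lay above the 0.5 the explanation allows and below the smooth muscle median, so the test set for it met neither bound. The paper reports a lower ratio of stimulated to unstimulated horn weight in *Hdac3* d/d mice, which goes with a larger share of muscle. The study picked the heatmap genes from these libraries.

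Of 2003 tested long noncoding RNA genes, which the paper does not discuss, 968 passed the threshold, and of the 100 genes with the highest values 0 had no exon overlap with the opposite strand. Counting of each read on its own strand or without regard to strand would leave the heavy-strand mitochondrial genes their own reads, which is argued against by *mt-Nd6*, the 1 protein gene of the light strand, whose value was 487 times the median of 6 heavy-strand genes, while the count of 0 is the pattern itself and is no separate evidence. A candidate explanation is that reads were counted on the strand opposite to their gene. The noncoding gene was the higher in 61.1% of 3016 pairs with a protein-coding gene, between bounds of 50 and 80%. A later test, added because of that, gave genes opposite to ribosomal protein genes 6.12 times the median of those genes. This was short of the bound of 10 but above equal medians, which would have gone against the explanation. Ribosomal protein messenger RNAs are among the most abundant of any cell, but the 69 listed genes had a median of 14.7 CPM. The highest had 179 CPM, and such low values also go with this explanation. Fold changes within pairs had r = 0.378 over 2778 pairs, between bounds of 0.2 and 0.5, and no set of 10000 shuffled pairings went above 0.0743. The tests of pairs, ribosomal protein genes and fold changes lay between their bounds and do not settle counting on the opposite strand. Of the ways of counting named here, it is the only one that the *mt-Nd6* value does not argue against. If reads were swapped, values listed for *Prkag1*, *Cbx2* and other overlapping genes could belong to the gene opposite. The gene opposite to *Prkag1*, *B130046B21Rik*, had a log2 fold change of −0.54, against −7.09 listed for *Prkag1*. Genes that share no exon would then also be counted from the other strand, so a lack of overlap is no safeguard. The paper's staining of PRKAG1 and CBX2, a measure of protein, was lower or absent in stimulated *Hdac3* d/d horns.

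Of 296 groups of 4 libraries, 22 held a library far from the other 3, where about 1 in 20 (14.8) would by chance. In *Hdac3* d/d replicate 4 these were *Actg2* at 94.4, *Aph1b* at 22.9, *Ltf* at 210.0, *Plet1* at 205, *Plet1os* at 13372, *Rac3* at 131, *Noc4l* at 15.8 and *Grhl2* at 9.98 CPM, each above the other 3 libraries. In *Hdac3* d/d replicate 3 they were *Igf1r* at 45.1, *Echdc2* at 3.43, *Chrd* at 6.59, *Ddn* at 0.264 and *Cyp11a1* at 0.264 CPM, the last 2 being 1 read against 0, and in *Hdac3* d/d replicate 1 *Cbx2* at 4.11 CPM. In *Hdac3* f/f replicate 1 they were *Notch1* at 21.3, *Jun* at 7.10, *Mink1* at 3.91 and *Kcnip1* at 2.49 CPM, each above the rest. In *Hdac3* f/f replicate 2, *Cbx8* at 7.16, *Crtac1* at 83.5 and *Notch4* at 9.54 CPM lay above the rest and *H2aj* at 2.39 CPM below.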

How the results depend on the processing

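The quasi-likelihood test, the exact test without a count minimum and the pseudocounts of 0.5 and 4 were tests chosen after seeing the data. The count of changed genes was 2735 with limma, 2377 to 2961 under the other planned settings with all libraries, 2185 to 2714 with 1 library left out, and 2722 to 3166 under the added ones. With the replicate number as a paired replicate block it was 2395 (1149 higher, 1246 lower), of which 2336 were called without the block. Of 4 lists called by camera (3 higher, 1 lower), an estimated correlation called 0 (0 higher, 0 lower) and limma's fry called 13 (8 higher, 5 lower). Fry asks whether a list moved to 1 side, without comparing it with other genes. Beside the decidual, smooth muscle and MHC lists, it called AMPK (with *Prkag1* at a log2 fold change of −7.09), BMP and SMAD, Wnt and cell cycle genes lower. Polycomb, chemokine, histone deacetylase, epithelial, macrophage and immediate early genes were called higher by fry, and the collagens were not called. With 1 library left out, camera called 3 to 7 lists, 2 to 5 higher and 1 to 3 lower. Without *Hdac3* f/f replicate 3 or without *Hdac3* d/d replicate 1 these were 7, and without *Hdac3* d/d replicate 4, which drops the collagens, 3. *Fkbp10*, not called, had a log2 fold change of 0.07 and ranged from −0.13 without *Hdac3* d/d replicate 4 to 0.23 without *Hdac3* d/d replicate 1. Of 112 called named genes, 98 kept the call under every setting that gave them a value, 14 lost it under at least one, and 0 turned direction. Of the 112, 38 had no value with at least 1 CPM in every library, among them *Prkag1*, *Bmp2* and *Cbx2*, and 1, *Ltf*, had none in DESeq2. With all libraries, calls were lost for *Myl6*, *Pik3r1*, *Stk11*, *Prkag2*, *Notch4*, *Mmp2*, *Vegfa*, *Grhl2*, *Spint2*, *Igha* and *Actb* in the replicate block, for *Vegfa*, *Spint2* and *Igha* in voom, for *Vegfa* in the exact test, for *Spint2* without a count minimum and with a pseudocount of 0.5, and for *Vegfa*, *Krt7* and *Spint2* in the quasi-likelihood test. Over the named genes and planned settings, 1829 log2 fold changes kept direction and side of the threshold, 78 lost the threshold, 32 gained it and 1 turned, and under the added ones 517, 4, 7 and none did. Among lists not called, camera's side turned for the progesterone receptor list (1 CPM minimum), AMPK (1 CPM minimum, replicate block, pseudocount of 0.5, *Hdac3* f/f replicate 1 or 2 or *Hdac3* d/d replicate 1 or 2 left out), senescence (*Hdac3* f/f replicate 3 or *Hdac3* d/d replicate 3 or 4 left out, and in fry), antioxidant enzymes (*Hdac3* f/f replicate 3 or *Hdac3* d/d replicate 4 left out) and mitochondrial genes (*Hdac3* f/f replicate 2 left out), and none of these passed there. The 1 CPM minimum leaves out *Prkag1* of the AMPK list and *Bmp2* and *Calca* of the progesterone receptor list because they fell so low, so the turn there follows from the genes left out and says nothing about the list. Leaving out a library also leaves fewer samples, and for the other changes the cause was not tested. Depth limits genes near the count minimum, since 1 read is worth up to 0.457 CPM and 852 genes were too low to test.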

Differences from the paper's values

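The exact test over all listed genes and the pseudocount of 4 were tests chosen after seeing the data. The paper's depth is 50 M reads per sample as sequenced, and the reads recovered from the deposited values have a median of 2.69 M per sample. These are different measures, the second being reads in listed genes alone, and no alternative set before the data were examined changes them.

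At the paper's thresholds (fold change of 2 and p of 0.05), limma gave 1909 genes, 1038 higher and 871 lower, and the paper gives 2548, 1454 and 1094. Of the alternatives set before the data were examined, the minimum of 1 CPM in every library gave 1547, 883 and 664, and leaving out *Hdac3* f/f replicate 4 gave 945 higher, each over 1.5 times from the paper's counts. So did a pseudocount of 4, at 1432, 761 and 671. The exact test over all listed genes, chosen after seeing the values, gave 2555, 1458 and 1097 and passed 99.8% of the 2536 matched genes of Table S1.

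The paper has *Pgr* among the genes lower in *Hdac3* d/d uteri, from an IPA upstream regulator analysis, which scores predicted activity, so its measure and a transcript level are not the same. In the deposited values the *Pgr* transcript averaged 78.1 CPM in *Hdac3* f/f and 108 CPM in *Hdac3* d/d horns, not past the threshold, while *Bmp2* and *Wnt4*, named beside it, were lower. Since *Hdac3* d/d mice also carry the *Pgr* cre allele, its effect on the *Pgr* value cannot be told apart from that of HDAC3 loss. The paper states that RHOA signaling was suppressed, and of 14 tested Fig. 3A genes 12 were higher and 1, *Limk1*, was lower. A count of transcripts does not measure pathway activity, and *Arhgap6*, among the higher genes, inactivates RHOA. The paper also reports less LIMK1 staining in stimulated *Hdac3* d/d horns. It states that oxidative stress-induced senescence was suppressed and elsewhere that it was raised. Of 6 tested senescence genes 0 were higher and 1 was lower, and of 8 tested Fig. 5A genes 4 were higher and 1 was lower. It states that AMPK-NOTCH1-HEY1 signaling was suppressed, and of 16 tested Fig. 4A genes 7 were higher and 7 lower, with *Prkag1* among the lower.

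Some genes shown in its figures or text did not pass in limma and did under other settings. Without a count minimum limma called *Wnt4*, *Acta1*, *Acvrl1*, *Bmp3* and *Cbx8* (BH-adjusted p = 0.0171, 0.0473, 0.00956, 0.0164 and 0.0165). The edgeR exact test and the DESeq2 Wald test called *Ppp1r12b*, *Mmp14*, *Jun* and *Phc2*, and the exact test *Mapkapk2*. *Phc2* was also called with RLE size factors, with at least 1 CPM in every library, and in the quasi-likelihood test and with a pseudocount of 4, the last 2 chosen after seeing the values.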

Other observations

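The tests of these lists were set before the deposited values were seen but after Table S1, which holds fold changes of some members, had been read, and the genes opposite to list members were chosen after their values were seen.

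Genes of antigen presentation rose in *Hdac3* d/d horns. Of 9 tested MHC and interferon genes 6 rose, none fell and 3 did not pass, and 7 rose when adjusted over the list alone (camera adjusted p = 6.20e-04, and 0.327 with an estimated correlation). *Cd74*, the invariant chain of MHC class II, rose from 0.850 ± 0.652 to 14.7 ± 4.22 CPM (log2 fold change 3.12, limma BH-adjusted p = 9.92e-05), *H2-Ab1* by 2.83, *H2-D1* by 2.17 and *Ifi27* by 2.91 on the log2 scale. The macrophage markers *Cd163*, *C1qa* and *C1qc* rose beside them, while *Csf1r* did not pass (log2 fold change −0.27). The median log2 fold change was 2.72 over these 4 tested markers. More macrophages and higher expression per cell are not separated here. Of 5 tested epithelial markers 4 rose and none fell, also over the list alone (camera adjusted p = 0.0596, and 0.539 with an estimated correlation), with *Pigr*, the receptor of polymeric immunoglobulins, at 1.40 ± 1.85 and 16.9 ± 12.1 CPM. The list passed without *Hdac3* f/f replicate 1 or 2 or *Hdac3* d/d replicate 1 or 2, at camera adjusted p of 0.0374, 0.0369, 0.0500 and 0.0500, the last 2 just under 0.05. The calls of *Krt7*, *Grhl2* and *Spint2* were lost without 1 library, at limma BH-adjusted p of 0.0513 and 0.0532 for *Krt7* (without *Hdac3* f/f replicate 4 or 3), 0.0668 to 0.0830 for *Grhl2* (*Hdac3* f/f replicate 3 or 4, *Hdac3* d/d replicate 4) and 0.0518 to 0.129 for *Spint2* (*Hdac3* f/f replicate 1, 2 or 3, *Hdac3* d/d replicate 2, 3 or 4). Of 3 tested oestrogen-induced genes, *Ltf* and the complement gene *C3* rose and *Igf1* did not pass, also over the list alone (camera adjusted p = 0.150, and 0.630 with an estimated correlation).

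Of 7 tested Wnt pathway genes, the inhibitors *Sfrp5* and *Notum* and the transcription factor *Lef1* fell, with log2 fold changes of −3.60, −2.16 and −1.47, and 4 fell when adjusted over the list alone (camera adjusted p = 0.0762, and 0.511 with an estimated correlation). Without *Hdac3* f/f replicate 3 the list passed, at a camera adjusted p of 0.0467. Of 9 tested cell cycle genes, the mitotic kinase *Aurka*, the ribonucleotide reductase genes *Rrm1* and *Rrm2* and *E2f8* fell and none rose, also over the list alone (camera adjusted p = 0.0596, and 0.511 with an estimated correlation). *Aurka* went from 114 ± 37.0 to 9.94 ± 3.00 CPM (limma BH-adjusted p = 1.44e-05). That list passed without *Hdac3* f/f replicate 2 or 3 or *Hdac3* d/d replicate 1 or 2, at camera adjusted p of 0.0369, 0.0467, 0.0434 and 0.0500, the last just under 0.05. Of 10 tested hypoxia and glycolysis genes, the phosphofructokinase gene *Pfkp*, *Hif1a* and *Vegfa* fell and the carbonic anhydrase gene *Car9* rose, also over the list alone, and the median was 0.14, the mean −0.30 and the camera side lower (camera adjusted p = 0.646, and 0.856 with an estimated correlation). The call of *Vegfa* was lost without any 1 *Hdac3* f/f library or *Hdac3* d/d replicate 1 or 2 (limma BH-adjusted p = 0.0505 to 0.104), and with all libraries in edgeR's exact test, limma voom, the replicate block and edgeR's quasi-likelihood test, the last chosen after seeing the data (BH-adjusted p = 0.0571, 0.0594, 0.0743 and 0.0792).

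Of 4 tested histone deacetylase and corepressor genes *Hdac7* rose by 1.22 on the log2 scale, also over the list alone (camera adjusted p = 0.588, and 0.676 with an estimated correlation). Of 5 tested endothelial markers the coreceptor gene *Eng* fell by 0.93 and 4 did not pass, also over the list alone (camera adjusted p = 0.592, and 0.856 with an estimated correlation). Of 4 tested immediate early and heat shock genes *Hspa1b* and *Dusp1* rose by 2.41 and 1.40, also over the list alone (camera adjusted p = 0.149, and 0.547 with an estimated correlation). Of 6 reference genes *Actb* rose by 1.34 and 0 passed over the list alone (camera adjusted p = 0.479, and 0.856 with an estimated correlation), a call lost without *Hdac3* f/f replicate 1, 3 or 4 or *Hdac3* d/d replicate 2, 3 or 4 (limma BH-adjusted p = 0.0654 to 0.116). Of 6 mitochondrially encoded genes 0 passed, also over the list alone (camera adjusted p = 0.646, and 0.921 with an estimated correlation). *Rpl7* passed without *Hdac3* d/d replicate 1, *mt-Nd5* without *Hdac3* f/f replicate 4 and *mt-Nd4* without *Hdac3* f/f replicate 4 or *Hdac3* d/d replicate 1 (limma BH-adjusted p = 0.0351, 0.0338, 0.0266 and 0.0246).

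Lists with 1 tested gene had no list test. *Igha*, of plasma cells, had a log2 fold change of 2.43 (limma BH-adjusted p = 0.0363), 3.21 without *Hdac3* d/d replicate 1, and lost its call without *Hdac3* f/f replicate 3 or 4 or *Hdac3* d/d replicate 2, 3 or 4 (limma BH-adjusted p = 0.0670 to 0.101). *Il1r2*, of neutrophils, fell by 2.30 on the log2 scale, and *Alas2*, of erythroid cells, averaged 13.7 ± 3.11 and 8.66 ± 1.65 CPM and passed without *Hdac3* f/f replicate 2 (limma BH-adjusted p = 0.0488). None of the natural killer cell, T cell, mesothelial and adipocyte markers is listed in the file.

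Of 2003 tested long noncoding RNA genes 564 fell, and whether those opposite to decidual genes fell more often was not tested. Of the 3 given here, *Hand2os1*, which shares 468 bp of exon with *Hand2*, went from 9301 ± 2027 to 509 ± 212 CPM (log2 fold change −4.24, limma BH-adjusted p = 1.06e-06), and *Hoxa11os*, which shares 1010 bp with *Hoxa11*, from 2922 ± 182 to 730.4 ± 179 CPM (log2 fold change −2.03, limma BH-adjusted p = 1.08e-05). *Gm37401*, which shares 324 bp with *Rhoa*, averaged 2593 ± 168 and 2620.3 ± 743 CPM and did not pass (log2 fold change −0.03, limma BH-adjusted p = 0.924).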
